# CvkR is a MerR-type transcriptional repressor of class 2 type V-K CRISPR-associated transposase systems

**DOI:** 10.1038/s41467-023-36542-9

**Published:** 2023-02-18

**Authors:** Marcus Ziemann, Viktoria Reimann, Yajing Liang, Yue Shi, Honglei Ma, Yuman Xie, Hui Li, Tao Zhu, Xuefeng Lu, Wolfgang R. Hess

**Keywords:** CRISPR-Cas systems, Prokaryote, Transcriptional regulatory elements, Gene regulation, X-ray crystallography

## Abstract

Certain CRISPR-Cas elements integrate into Tn7-like transposons, forming CRISPR-associated transposon (CAST) systems. How the activity of these systems is controlled in situ has remained largely unknown. Here we characterize the MerR-type transcriptional regulator Alr3614 that is encoded by one of the CAST (AnCAST) system genes in the genome of cyanobacterium *Anabaena* sp. PCC 7120. We identify a number of Alr3614 homologs across cyanobacteria and suggest naming these regulators CvkR for Cas V-K repressors. Alr3614/CvkR is translated from leaderless mRNA and represses the AnCAST core modules *cas12k* and *tnsB* directly, and indirectly the abundance of the tracr-CRISPR RNA. We identify a widely conserved CvkR binding motif 5’-AnnACATnATGTnnT-3’. Crystal structure of CvkR at 1.6 Å resolution reveals that it comprises distinct dimerization and potential effector-binding domains and that it assembles into a homodimer, representing a discrete structural subfamily of MerR regulators. CvkR repressors are at the core of a widely conserved regulatory mechanism that controls type V-K CAST systems.

## Abstract (web summary)

RNA-guided, CRISPR-associated transposons hold great promise for precision genome editing. Here, the authors provide genetic, biochemical and structural data how their activity is regulated in situ by CvkR, an unusual MerR family regulator.

## Introduction

Native Clustered Regularly Interspaced Short Palindromic Repeats (CRISPRs) and CRISPR-associated (Cas) proteins are well characterized for their function as RNA-based adaptive and inheritable immune systems present in many bacteria and archaea^1–6^. Multiple genetic approaches developed from these native CRISPR-Cas systems have become popular for the manipulation of gene expression and genome editing^7–9^.

CRISPR-Cas systems are highly diverse and are classified into 2 classes, 6 types and 33 subtypes^10^. Recently, a remarkable group of derivatives has been discovered that constitute hybrids of Tn7-like transposons and CRISPR systems encoding Cas12k effectors with naturally inactivated nuclease domains^11^ or encoding Cascade complexes lacking the Cas3 nuclease component^12,13^. The respective transposon-associated CRISPR systems include class 1 type I-F, I-B, and class 2 type V-K systems^13,14^. These systems, called CRISPR-associated transposons (CASTs), are capable of catalyzing the transposition of mobile genetic elements guided by crRNAs, while the type I-B associated systems use a dedicated TniQ/TnsD protein-based homing mechanism^13^.

The system characterized from *Vibrio cholerae* consists of genes encoding the subtype I-F CRISPR-Cas proteins Cas6, Cas7, a Cas5-Cas8 fusion protein and genes encoding the transposon proteins TnsA, TnsB, TnsC, and TniQ^12,14^. A single instance of a class 1 type I-B and of several class 2 type V-K CAST systems have been reported in several different cyanobacteria, which constitute a rich natural resource for these systems^11,13,15^.

The V-K CAST systems, first characterized in *Scytonema hofmanni*^11^, contain genes encoding the effector complex subunit Cas12k and the Tn7-like transposase subunits TnsB, TnsC and TniQ, while *tnsA* is lacking. A surprising finding has been that the ribosomal protein S15 is recruited to the target DNA-bound Cas12k-transposon complex^16^. Targeting transposition by these CAST systems depends on the DNA-crRNA interaction facilitated by the effector protein Cas12k^11^. The TnsC transposon then forms helical polymers around the DNA supported by ATP binding^17^. The growth in the 5′ to 3′ direction is stopped by TniQ binding at the filament end concomitantly connecting the TnsC filament with Cas12k. On the other filament end, the Mu-like transposase TnsB then starts to integrate the transposon^17^. In addition to the genes encoding transposase and effector proteins, all of these systems contain various numbers of cargo genes. Novel genetic approaches have been developed from the different Tn7-CRISPR-Cas hybrid systems^18–20^, underlining that the better characterization of such systems is of both fundamental and applied interest.

While the paradigm is that native CRISPR-Cas systems primarily protect genome integrity against mobile genetic elements, the CAST systems seem to violate this paradigm since they constitute transposable elements by definition. Because of these contradicting functions, the tight regulation of these systems can be expected. Indeed, CAST systems have also been reported to contain a gene encoding a putative MerR-type transcriptional regulator^15^. The classical MerR-type regulators uniquely modulate gene expression by binding the core promoter region with atypical long spacers between the –35 and –10 elements^21–23^. However, the association of MerR regulators with CAST systems has not been systematically investigated, nor has its function been addressed experimentally thus far.

We have studied the CRISPR-Cas systems in *Anabaena* (*Nostoc*) sp. PCC 7120 (from here: *Anabaena* 7120), a multicellular nitrogen-fixing model cyanobacterium with a CRISPR-rich chromosome of eleven CRISPR-like repeat-spacer cassettes. All of them are transcribed^15^, and based on the specificities of the cognate Cas6 maturation endonucleases, five of these arrays were assigned to a type III-D and another five to a type I-D CRISPR-Cas system^24^, while the remaining array (CR_9) belongs to a separate CRISPR type with all the hallmarks of a CAST system^15,24^.

Here, we first scrutinize the association between putative transcriptional regulators and cyanobacterial CAST systems and find these to belong to three different types, with the majority being MerR-like regulators. We then investigate the MerR-like Alr3614 transcriptional regulator belonging to the *Anabaena* 7120 CRISPR-associated transposase (AnCAST) system. We establish that both the *cas12k* gene *all3613* and the *merR*-like gene *alr3614* are translated from leaderless mRNAs and that Alr3614 functions as a repressor of the AnCAST system. We identify a conserved 15 nt long Alr3614 binding motif by DNase I footprinting and gel shift assays as well as bioinformatic analysis. Crystal structure analysis reveal that Alr3614 adopts a unique dimerization pattern and packing mode in the C-terminal sensor region, while it lacks a recognizable effector-binding site compared to other MerR family members. Thus, Alr3614 is an unusual MerR family regulator from a structural perspective. We suggest naming Alr3614 and its homologs Cas V-K repressor (CvkR) encoded by the gene *cvkR*.

## Results

### Architecture of cyanobacterial CAST systems

Starting from the known CAST components, we searched for conserved genes and genetic elements in their vicinity. These elements included the left and right ends of the transposon, the neighboring tRNA, CRISPR arrays and tracrRNA, the transposase genes (*tnsB, tnsC* and *tniQ*), and genes in reverse orientation next to the start codon of *cas12k* predicted to encode small DNA-binding proteins. We identified 118 CAST systems with a clear *cas12k* gene in 88 different strains. The majority of these were found in the Nostocales (60%), Chroococcales (15%), and Pseudanabaenales (11%), complemented by a small number of CAST systems in the Oscillatoriales, Pleurocapsales, Spirulinales and Synechococcales cyanobacteria (Supplementary Data 1). Three additional CAST systems were identified in unclassified filamentous cyanobacteria (CCT1, CCP2, and 4).

From this analysis, we delineated the general structure of this type of CAST system (Fig. 1) consistent with previous analyses^10,11,15^ and added further details. The left end usually lies downstream of a tRNA gene that is directed toward the transposon^12,13,15^. The CRISPR array always follows in a short distance in reverse orientation, in the direction of the left end^11,13^.

**Fig. 1:**
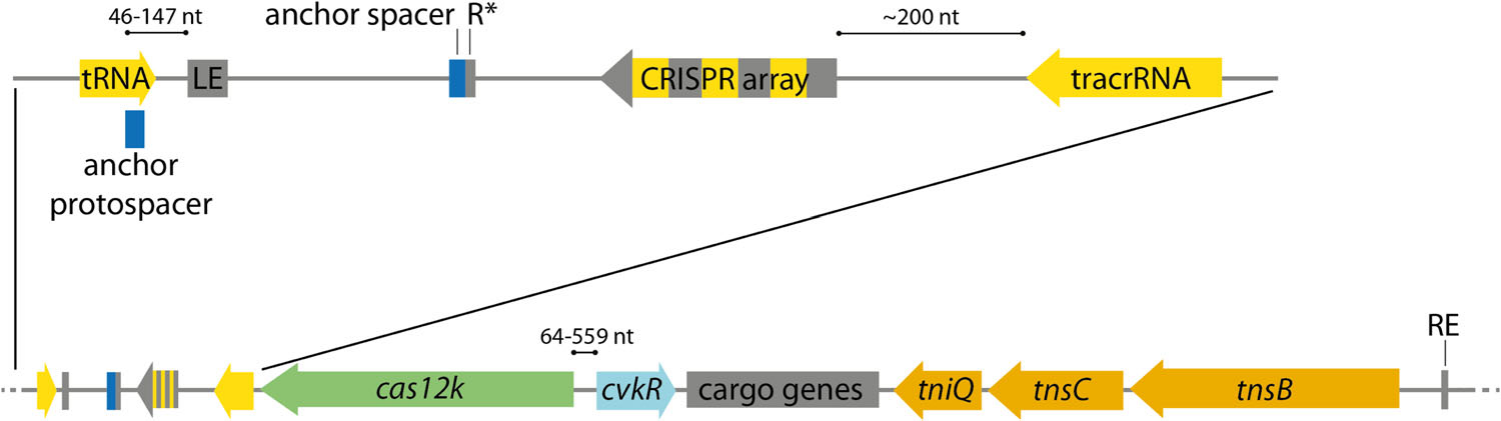
Principal gene arrangement within cyanobacterial CAST systems. The CAST transposon is displayed from its left end (LE) to its right end (RE). The genes are colored according to function (green: *cas12k*, orange: transposase genes, light blue: CAST regulator gene (*cvkR* in *Anabaena* 7120), yellow: regions from which non-coding RNA is transcribed, dark gray: cargo genes). On top, the region from the tRNA gene to the tracrRNA is enlarged. The CRISPR array is depicted with its repeats (gray) and spacers (yellow) separated from the 17 nt anchor spacer (blue) downstream of the array next to a truncated repeat sequence (R*; ~12 nt). The scheme is not drawn to scale, but distances of particular interest or mentioned in the text are indicated.

The CRISPR repeats in these CAST systems are most conserved in their 3′ segments^13^ and 37 nt long. Next to the CRISPR array follows a tracrRNA gene (Fig. 1) on the same strand^11^^,25–27^. Based on the previous genome-wide mapping of transcriptional start sites (TSS)^28^, we detected the tracrRNA TSS 35 nt downstream of the stop codon of the CRISPR-Cas effector gene *cas12k*, transcribed in the same direction (Supplementary Fig. 1a). The tracrRNA promoter appears to be conserved among different CAST systems (Supplementary Fig. 1b).

Next to the left end, a truncated, single repeat lies inside the transposon downstream, but usually clearly separated from the CRISPR array^13^ (called R* in Fig. 1). Directly downstream of this truncated repeat R*, a truncated spacer sequence of usually 17 nt can be identified. This truncated spacer corresponds to a protospacer sequence located just outside of the transposon next to the left end (Fig. 1), usually within the tRNA gene^13^. The truncated single repeat-spacer sequences, read toward the left end, show a conserved upstream GTN-PAM, consistent with the predicted Cas12k PAM^11^. The distance from this PAM to the left end varies from 46 to 82 nt, with one exception of 147 nt (Fig. 1). Because of its conserved position at this site and experimental evidence of CAST integration via protospacer recognition^13^, this motif is likely necessary for the insertion of CAST. We therefore suggest the terms anchor protospacer and anchor spacer for these sequences (Fig. 1).

Looking from the other side of the transposon, the first genes next to the right end are the three genes encoding transposase subunits TnsB, TnsC, and TniQ, always in this order^11,13,29^, facing away from the right end (Fig. 1). The majority of cargo genes, located between *cas12k* and *tniQ*, are less conserved and vary in sequence and function. There is, however, one exception, a gene predicted to encode a small DNA-binding protein next to the start codon of *cas12k* in reverse orientation (Fig. 1).

### Three types of regulators are associated with the CAST systems of cyanobacteria

After identifying the 118 CAST systems and their respective left and right ends (Supplementary Data 1), we developed a database of all proteins possibly encoded within the CAST transposons with a minimum length of 50 amino acids and allowing the three start codons ATG, TTG, and GTG. We searched this database by blastP^30^ for homologs of the *Anabaena* 7120 MerR-like protein Alr3614 (in the following called CvkR), previously suggested as a possible regulator^15^ allowing a maximum e-value of 1e-20. We identified 53 *merR*-like genes, all located upstream of *cas12k* in reverse orientation, similar to the *cvkR* arrangement in *Anabaena* 7120.

In parallel, we used the NCBI webtool to search the conserved domain database^31^ for assigning domains to the proteins in our database. Looking specifically at proteins encoded upstream of *cas12k* in reverse orientation we found ten genes with a cl10310-domain (PHA01623 superfamily) of unknown function (in the following called “Arc_1”) and six genes with a cl06769-domain (RHH_5, ribbon-helix-helix; called “Arc_2” below). Further analysis with HHpred^32^ predicted both sets of genes to encode small Arc-like repressors of 53 to 72 amino acids, that belong to ribbon-helix-helix DNA-binding protein superfamily^33,34^. To identify further variants, we searched for homologs of these Arc repressors within CAST systems (maximum e-value of 1e-20) and identified a total of 22 Arc_1 (alignment in Supplementary Data 2) and 11 Arc_2 genes (alignment in Supplementary Data 3), which were all located upstream of *cas12k* in reverse orientation. We found one additional Arc_1 gene that with a distance of 1.3 kb is located further away from *cas12k*, and yet another one lacking association to *cas12k*.

We further investigated this significance by searching for additional homologs to these regulators outside of the known CAST systems in NCBI and identified 210 unique genes (157 CvkR-like, 32 Arc_1-like and 21 Arc_2-like; maximum e-value of 1e-20). We searched for *cas12k* in close vicinity to these genes and found in 169 cases a *cas12k* gene or a degenerated version of it (Supplementary Table 1). We also searched for other CAST components around the regulators yielding 130 left end elements, 90 CRISPR arrays, 139 tRNA genes as well as 119 tracrRNA loci identified by using the CRISPRtracrRNA tool^27^. Just in 18 cases we could not find any CAST components close to the regulator. This high association with the CAST system supports the importance of these regulators for the transposon and *cas12k*.

Thus, three main types of possible regulators were identified, a MerR-like protein, here called CvkR, and two distinct Arc-repressors, here called Arc_1 and Arc_2.

To investigate the association of these different types of regulators with the CAST systems in different taxa, we performed a phylogenetic analysis of Cas12k proteins and mapped the respective regulators on the resulting phylogenetic tree. To avoid mistakes, we excluded likely truncated and pseudogenes, yielding 106 genes (Fig. 2, Supplementary Fig. 2, alignment in Supplementary Data 4). This analysis suggested that the three main regulator types became associated with three distinct groups of Cas12k proteins, well separated from each other. This result also suggested single separate events in which ancestral CAST systems incorporated the respective regulator. In contrast, the relationships between a particular Cas12k and a particular taxon is not congruent with the different cyanobacterial orders, likely due to horizontal transmission of CAST systems.

**Fig. 2:**
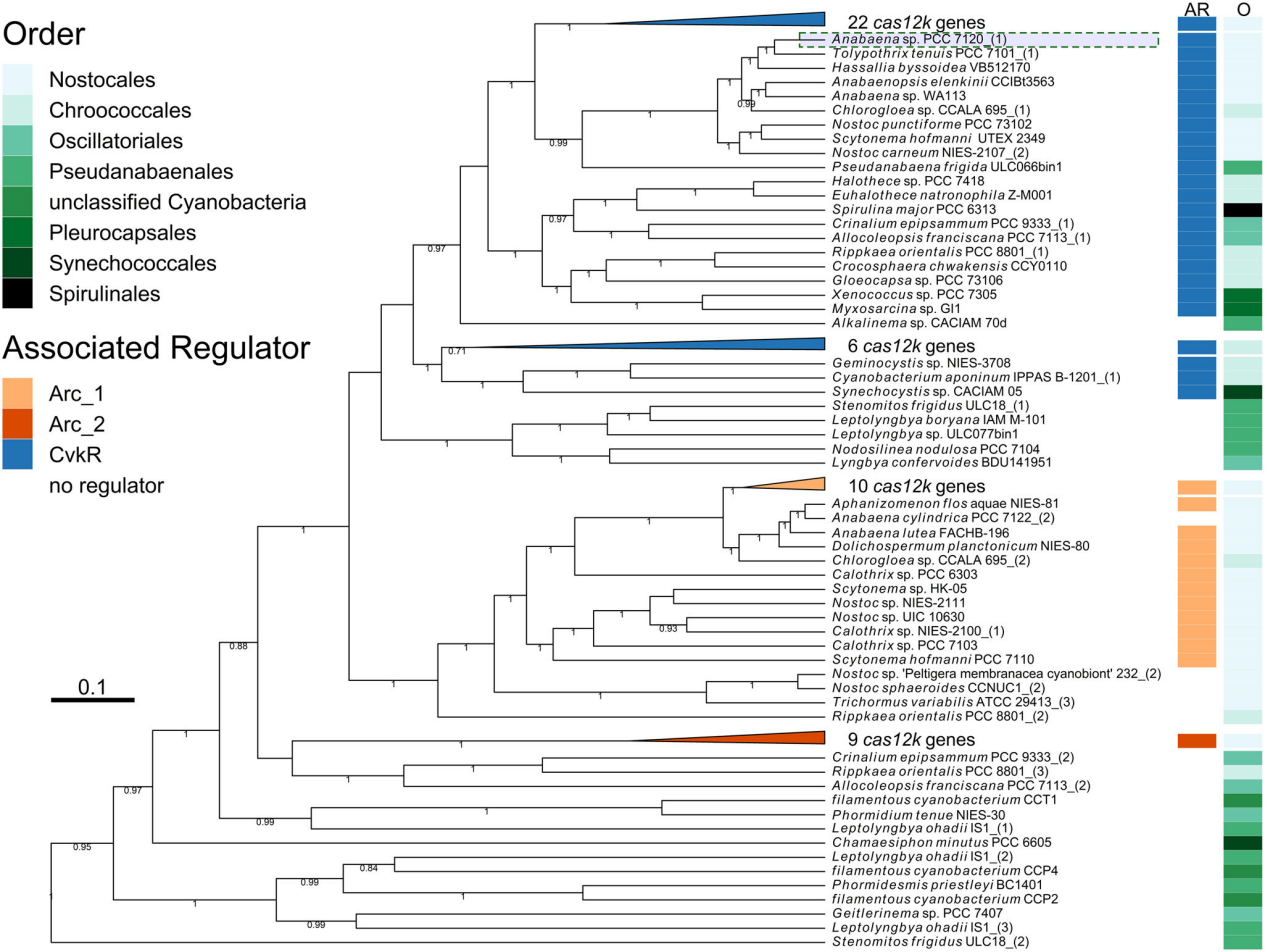
Phylogenetic analysis of Cas12k homologs. The identified 106 complete Cas12k proteins were aligned using M-coffee^74,75^ and analyzed by BEAST^76^. Twelve instances of degenerated Cas12k proteins were intentionally left out to avoid misinterpretation. The resulting tree is depicted with branches labeled with their respective posterior probability if ≥0.7. For better recognition, the proteins were labeled with their respective host organism (further details in Supplementary Data 1). The associated regulator type (AR) and taxonomic order (O) of the respective host organism are color-coded. The *Anabaena* 7120 Cas12k (All3613) (NCBI: BAB75312.1) is marked with a green dashed box. Four nodes, whose branches were all representing *cas12k* genes with similar associated regulator genes and host organisms with similar taxonomic order, were collapsed and labeled with the respective number of *cas12k* genes. The expanded phylogenetic tree is depicted in Supplementary Fig. 2 and the multiple sequence alignment serving as source data for the phylogenetic analysis is available in Supplementary Data 4.

The CvkR family proteins range 139–185 amino acids in length, and two distinct subgroups can be recognized based on the phylogenetic analyses (Supplementary Fig. 3, alignment in Supplementary Data 5). Four CvkR proteins differed further in representing fusion proteins with an *hsdR*-restriction domain from a DNA-restriction-methylation (RM) system (Supplementary Fig. 3). RM systems are frequent among the CAST cargo genes, but there is no evidence that RM and CAST systems work together at a mechanistic level.

### Expression of CvkR from leaderless mRNA

The CvkR encoded by *alr3614* was annotated as a 168 amino acid-long MerR protein. However, sequence comparison of Alr3614 against other MerR-type CvkRs indicated that the NCBI annotation for this protein (here called CvkR-L) was too long (supported by 49 out of 53 homologs), and the actual protein would consist of only 150 residues (here called CvkR-S; Fig. 3a). Moreover, the start codon for the translation of the 150 residues CvkR-S coincides with the previously mapped TSS of its mRNA^28^, strongly suggesting translation of CvkR-S from a leaderless mRNA.

**Fig. 3:**
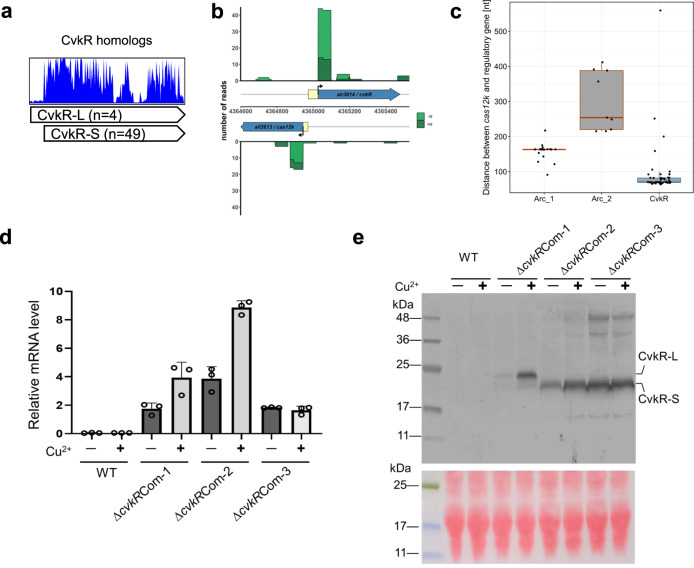
Leaderless expression of *cvkR* genes. **a** Deduced amino acid sequence alignment of 53 MerR-family CvkR homologs. The sequences of the MerR-family CvkR homologs for the multiple sequence alignment were recovered from public databases and are available in Supplementary Data 1. The sequences were aligned using MAFFT^87^ and visualized with UGENE^88^. **b** Differential RNA sequencing data^28^ indicate that the TSSs of *cvkR* and *cas12k* were located internal to the NCBI-annotated coding sequences under nitrogen repletion (dark green) and 8 h of nitrogen depletion (light green). Yellow boxes indicate the corresponding sections not used in translation. Data shown as primary read coverage mapped to the corresponding genomic region. Each TSS is represented by an arrow. **c** Distances between the *cas12k* effector protein and regulator genes are plotted according to the respective type of regulator, CvkR (*n* = 51 examined independent CAST systems), Arc_1 (*n* = 21) and Arc_2 (*n* = 11). The box plots are colored according to the respective DNA-binding domain (HTH: blue; RHH: red) and structured as center: median; bounds of box: upper and lower quartiles; whiskers: 1.5× interquartile range; dots: individual samples. **d** qRT–PCR analyses verify that *cvkR* is transcribed in Δ*cvkR*Com strains. The amounts of *cvkR* transcripts were normalized to those of *rnpB* as an internal standard. Data are presented as mean values ± SD (*n* = 3 biologically independent experiments). **e** Western blot analyses of different Δ*cvkR* complementation strains show expression of differently sized CvkR proteins. Upper panel, Western blot against the C-terminal 3xFLAG tag; Lower panel, ponceau S staining shows that equal amounts of protein were loaded (100 μg). The calculated molecular masses for CvkR-S and CvkR-L were 20.03 kDa and 22.41 kDa, respectively. Two independent experiments were performed, which showed consistent results. The Δ*cvkR*Com-1, 2, and 3 strains are detailed in Supplementary Fig. 4c. Source data are provided as a Source Data file.

In a similar fashion, we noticed that the TSS of *cas12k* coincides with the first nucleotide of a putative start codon for a reading frame yielding a 639 amino acids protein (correct in GenBank entry MBD2276705) instead of the 648 residues protein (annotated in GenBank entry BAB75312.1). Consequently, both CvkR and Cas12k are likely translated from leaderless mRNA (Fig. 3b). The intergenic spacer between the two corrected start codons and their respective TSSs is 82 nt long in *Anabaena* 7120. A generally shorter distance between these two cognate genes than with other associated regulators was also observed for other systems (Fig. 3c).

To verify the leaderless expression of CvkR-S, we constructed a deletion mutant (Δ*cvkR*) using the CRISPR-Cas12a (Cpf1) genome editing tool (Supplementary Fig. 4a, b) and three versions of complementation mutants (Δ*cvkR*Com-1, -2 and -3). For complementation, shuttle vectors were used, which carried *cvkR* genes driven by the copper-inducible *petE* promoter for the long form CvkR-L (Δ*cvkR*Com-1) or the short form CvkR-S, either containing a leader sequence (Δ*cvkR*Com-3) or not (Δ*cvkR*Com-2). For detection, a 3xFLAG epitope-encoding tag was fused to all three *cvkR* reading frames. The complementing plasmids were introduced into the Δ*cvkR* deletion background and verified (Supplementary Fig. 4c, d). The *cvkR* gene was transcribed in all three constructs (Fig. 3d). Translation of the encoded proteins was detected by Western blot, with clear size differences between CvkR-L and CvkR-S (Fig. 3e). Intriguingly, in Δ*cvkR*Com-1, not only the CvkR-L form but also a small amount of CvkR-S was detected, suggesting a propensity for initiation of translation at codon 18 even if the mRNA was 5’ elongated. As there was no 5′UTR in Δ*cvkR*Com-1 following P_*petE*_, it seems that the start codon of CvkR-S could also serve as a start site of translation if combined with transcription from a strong promoter. The incongruence between *cvkR* mRNA and protein levels within Δ*cvkR*Com-3 implied that the 5′UTR of P_*petE*_ might impact the transcription rate, mRNA stability and/or translation efficiency of the *cvkR-S* mRNA. Taken together, we provide solid evidence that CvkR could be expressed from leaderless mRNA (Δ*cvkR*Com-2) or the start codon corresponding to codon 19 of the original annotation (Δ*cvkR*Com-3). Because the correct inducibility from the P_*petE*_ promoter was only observed in Δ*cvkR*Com-2, we employed this strain for all subsequent complementation experiments, naming it henceforth Δ*cvkR*Com.

### CvkR impacts the expression of key components of CAST system in vivo

The AnCAST system contains all known associated genes and extends over ~21 kb (Fig. 4a). In addition to its core CAST components, it encodes multiple other transposases, possible regulators, a toxin/antitoxin pair, and an RM system. The *cas12k* gene (*all3613*) lies upstream, reverse to *cvkR*. To analyze CvkR function in vivo, the absence or overexpression of CvkR in Δ*cvkR* or Δ*cvkR*Com were first verified via Northern hybridization (Supplementary Fig. 5a) and Western blot analysis (Supplementary Fig. 5b), respectively, after induction of *cvkR* transcription in Δ*cvkR*Com from the copper-inducible *petE* promoter. Then, northern hybridization of total RNA from triplicate clones of WT, Δ*cvkR*, and Δ*cvkR*Com with single-stranded RNA probes was performed. Specific signals for *cvkR* mRNA were detected in Δ*cvkR*Com (Fig. 4b). Northern hybridizations against tracrRNA and the AnCAST CRISPR array yielded signals <500 nt, which were strongly increased in Δ*cvkR* compared to the wild-type control and decreased in intensity in the complementation strain Δ*cvkR*Com (Fig. 4c, d). We also detected an increased signal intensity for the *cas12k* mRNA in Δ*cvkR* (Fig. 4e), significantly higher than that in WT and Δ*cvkR*Com (Fig. 4f). These data provide direct evidence that CvkR directly or indirectly regulates the abundance of tracrRNA promoter-derived transcript(s) and *cas12k* mRNA.

**Fig. 4:**
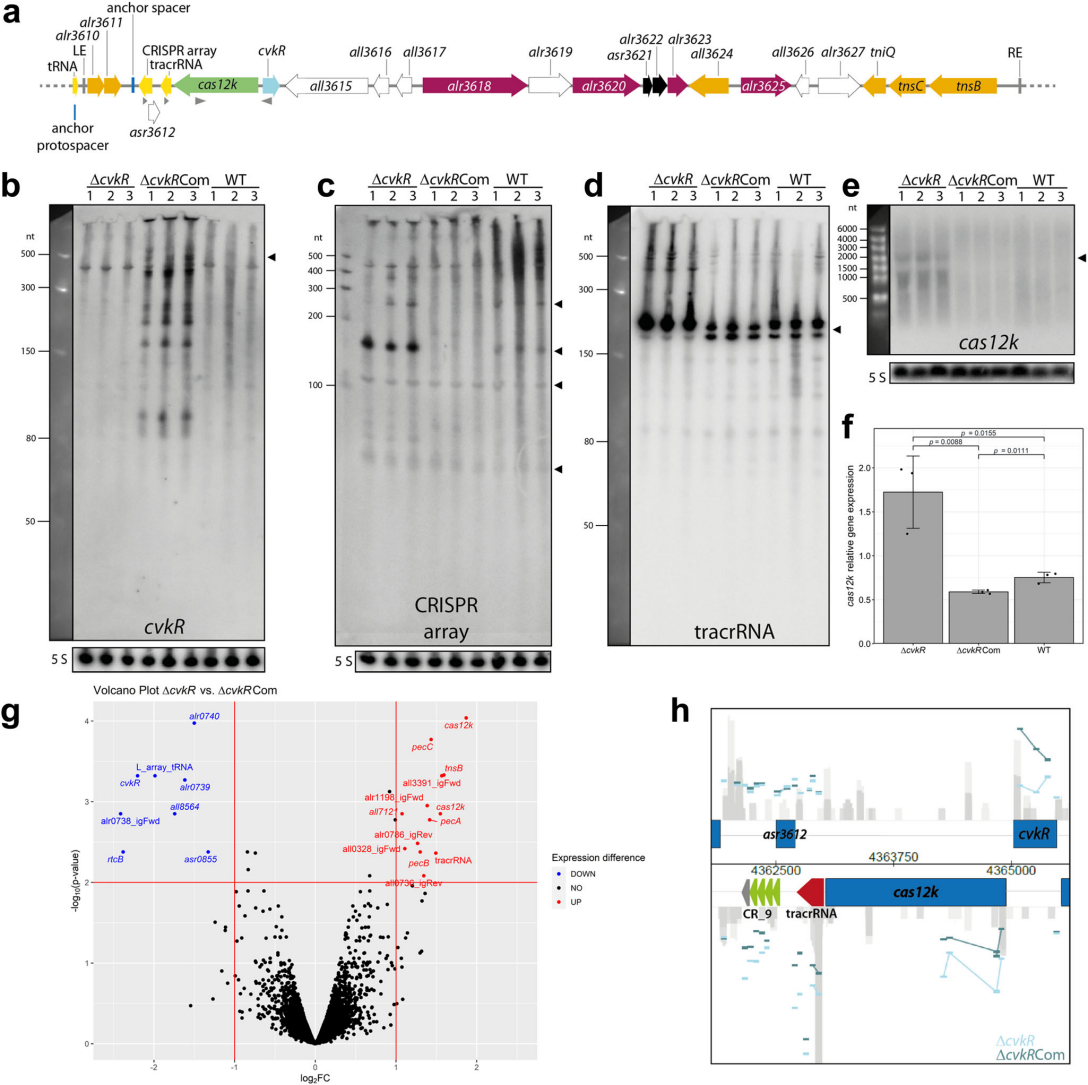
The *Anabaena* 7120 CRISPR-associated transposase system (AnCAST) and the effects of *cvkR* deletion and overexpression. **a** Genes within the 24,963 nt AnCAST include *cvkR* encoding a transcriptional regulator, *cas12k* encoding the effector, several cargo and Tn7 genes. Gray triangles indicate hybridization probes used in **b**–**e**. RM genes are colored magenta, a toxin-antitoxin module black, other gene functions as in Fig. 1. **b** to **e** Northern hybridizations for the *cvkR* mRNA, the CRISPR array, tracrRNA and *cas12k* as indicated. Triangles indicate the expected lengths for *cvkR*, for the CRISPR array (entire length ~250 nt, two repeat-spacer units ~140 nt, partially processed two repeat-spacer unit ~100 nt, single repeat-spacer 70 nt), the tracrRNA and *cas12k*, a gene of 1.92 kb. Gels and membranes were checked for equal loading by ethidium bromide staining and hybridization to the 120 nt 5S rRNA (in **b** and **d** the same membrane was hybridized). The Low Range ssRNA Ladder (NEB) was used as size marker in **b** and **d**, the RiboRuler Low and High Range RNA Ladders (Thermo Fisher Scientific) in **c** and **e**. Twenty micrograms of total RNA of WT or the respective mutants were separated on 10% PAA-urea (**b**–**d**) or 1.5% formaldehyde-agarose gels (**e**). **f** Intensities of *cas12k* mRNA signals normalized to 5S rRNA. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The two-sided, equal variance t-test showed distinct expression levels for each strain. **g** Volcano plot of Δ*cvkR* and Δ*cvkR*Com transcriptome analyses. The horizontal line marks the *p* value cutoff of 0.01, the vertical lines the fold change cutoff of │log_2_│ ≥ 1. Transcripts above these thresholds showed significant downregulation (blue) or upregulation (red) in Δ*cvkR* (details in Supplementary Table 3). **h** The most differentially expressed region in the microarray analysis belongs to the AnCAST system. Individual probes are indicated by horizontal bars, colored in light blue for Δ*cvkR* and in dark blue for Δ*cvkR*Com. Analyses shown in **b** to **e** were performed twice with consistent results. Source data are provided as a Source Data file.

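In the authors' processed table, 40 features had an absolute log2 fold change of at least 1, of which 25 were higher and 15 lower in Δ*cvkR*. The stretch of 10000 nt with the most such features around *cas12k* held 4, as did the stretches around *alr0525* and *alr0739*. The stretch around *all8564* held 2. In a stretch as long as the AnCAST (24963 nt), the region around *cas12k* held 5, of which 4 were higher and 1, *cvkR*, lower. Around *alr0525* and *alr0739* there were 4 each. Of the 5, 1 is a window inside *cas12k*, and without it or without *cvkR* the number is 4 as well, and 3 without both. In 10000 nt it is 3 without either one and 2 without both. This count was chosen after seeing the data, and the second length only after the tie at the first.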

Moreover, the presence of transcripts >400 nt indicated that tracrRNA and the CRISPR array are transcribed into a longer precursor that is subsequently processed into the major accumulating fragments of ~150 and ~210 nt, respectively. These fragment lengths are consistent with previous results of differential RNA-seq^28^ and extensive transcriptome data^24^ that suggested that the AnCAST CRISPR array would not have its own specific promoter. Instead, the joint tracrRNA-CRISPR array precursor is transcribed from a TSS that is located 35 nt downstream of the *cas12k* coding sequence, at position 4,362,990 on the reverse strand, 413 nt upstream of the first repeat of the CRISPR array^15^ (Supplementary Fig. 1a). Nevertheless, it should be noted that the CRISPR array showed much more abundant signals in the Δ*cvkR* deletion mutant compared to WT and Δ*cvkR*Com, while tracrRNA was also well detectable in WT and Δ*cvkR*Com (Fig. 4c, d). Thus, there are additional factors involved, likely acting on the processing and stabilization of array-derived transcripts.

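The deleted gene *cvkR* (*alr3614*, chromosome, 4364973 to 4365479, forward strand) has 3 probes on the array. All 3 were well above background on both Δ*cvkR*Com arrays and on neither Δ*cvkR* array. The processed signal of the brightest probe was 906 and 1434 on the Δ*cvkR*Com arrays and 15.7 and 13.5 on the Δ*cvkR* arrays. The *cvkR* probes were at least 4.23- to 21.7-fold lower in Δ*cvkR*. Averaged over the probes, the log2 fold change was −5.32 (standard error 0.25, adjusted p = 3.3e-99, limma with Benjamini-Hochberg adjustment), a value that rests on Δ*cvkR* spots not well above background. From the authors' processed table it was −2.20 (adjusted p = 0.0149, limma), not past the threshold. Where each probe lies within *cvkR*, and so whether it falls in the deleted part, was not determined here.

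The arrays were hybridized with Cy3-labeled total RNA from 2 cultures of Δ*cvkR* and 2 of Δ*cvkR*Com, in which *cvkR* is transcribed from the copper-inducible *petE* promoter. Both strains received 1.25 µM CuSO_4_ for 24 h. The deposited data are the scanner output of each array, in which the processed signal of a spot is its background-subtracted brightness, and the authors' own table of processed log2 values. All 4 arrays lay on 1 slide, with the arrays of each strain at neighboring positions, so the effects of strain and position cannot be told apart. The number of arrays limits the precision, and the smallest two-sided exact permutation p that 2 arrays against 2 allow is 0.333.

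Spots well above background numbered 5112 and 4773 on the Δ*cvkR*Com arrays and 8045 and 7317 on the Δ*cvkR* arrays. Only 4296 spots (6.98%) were well above background on all 4 arrays, and 52960 (86.1%) were so on none. Each array's log2 processed signal was therefore scaled to the 75th percentile of the probes well above background on all 4 arrays. Control spots and spots with an outlier flag were left out, and spots and then probes of a feature were averaged. Spots not well above background kept the scanner's processed value. For the spots well above background on none of the arrays, the median of this value was 16.8 and 15.2 on the Δ*cvkR* arrays and 29.1 and 32.7 on the Δ*cvkR*Com arrays. For a probe not well above background on every array of a strain, the measured change is given as a limit. A log2 fold change of a feature with such probes also uses their values, and is no measured size. For the limit, the mean of the brighter strain was divided by the mean of the dimmer strain, after each dim value was raised to the lowest scaled signal of a probe well above background on its array. Fold changes are Δ*cvkR* relative to Δ*cvkR*Com.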

To investigate global transcriptomic changes upon *cvkR* deletion, microarray analysis was performed using the above verified Δ*cvkR* and Δ*cvkR*Com deletion and complementation strains (Supplementary Fig. 4). The used microarrays cover all protein-coding genes as well as noncoding RNAs and were especially designed to allow the direct hybridization of labeled total RNA without prior conversion into cDNA^35^. Therefore, they enable the direct detection of tracrRNA and CRISPR array transcript levels. 

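Each array held 62976 spots, of which 1439 were controls. The other 61537 spots carried 55231 probes for 19836 features, with a median of 3 probes per feature. Of these features, 6074 are coding sequences and 13751 are windows between or within genes on a stated strand. A further 11 features have other names. A locus tag was found for 5797 of the coding features in the RefSeq gene table. The chromosome and 6 plasmids are covered. The scanner files name 0 features as a tRNA or a CRISPR array, so the windows of these transcripts were found by their coordinates. Of the 19836 features, 3879 had a probe well above background on at least 1 array, and 1984 had one that was so on all 4 arrays.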

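The window that covers the tracrRNA lies on the reverse strand of the chromosome from 4362695 to 4363024 and has 5 probes. All 5 were well above background on both Δ*cvkR* arrays. On the Δ*cvkR*Com arrays, 3 were well above background on both, 1 on 1 of the 2 arrays and 1 on neither. The window taken for the CRISPR array CR_9 (4361918 to 4362508, reverse strand) is longer than the array length given in the paper. By the position that the paper gives, the first repeat of the array lies outside this window. Which of its 6 probes lie in the array was not determined here. Of the 6 probes, 3 were well above background on both Δ*cvkR* arrays, and none was on a Δ*cvkR*Com array. None of the spots of these probes was saturated.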

Microarray analysis revealed a small number of dysregulated genes. 

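At an absolute log2 fold change of at least 1 and an adjusted p of at most 0.01, limma called 65 features higher and 15982 lower in Δ*cvkR*. The median log2 fold change over all features was −1.28. A feature was taken as measured in a strain where a probe was well above background on both of its arrays. Of the 1986 features measured in both strains, 31 were called higher and 389 (19.6%) lower. Of the 16778 measured in neither strain, 5 were called higher and 15373 (91.6%) lower. The named features share 1 standard error, since limma estimated infinite prior degrees of freedom. The limma p values on the scaled values therefore do not use the spread of each feature itself.

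The counts depended on the normalization. From the authors' processed table, limma called 8 features higher and 4 lower, with a median log2 fold change of −0.0041. With quantile normalization of the processed signal, limma called 0 in either direction, although 2716 features had an unadjusted p under 0.05. The methods' t-test, run without moderation on the scaled values, gave 13 higher and 848 lower at an unadjusted p of at most 0.01 and the same fold change threshold. After Benjamini-Hochberg adjustment, which the methods apply, it gave 37 and 14074 at an adjusted p of at most 0.05 and 0 in either direction at 0.01, where 16261 features had an unadjusted p under 0.05. On simulated data of this size the adjusted t-test also called 0 of 200 changed features at 0.01. Far fewer features changed there than had an unadjusted p under 0.05 here, so the simulation does not explain the 0 of the real data. The deleted gene *cvkR* was not called at 0.01 either (adjusted p = 0.0434, t-test), so the 0 says nothing about single features.

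**Figure D1:**
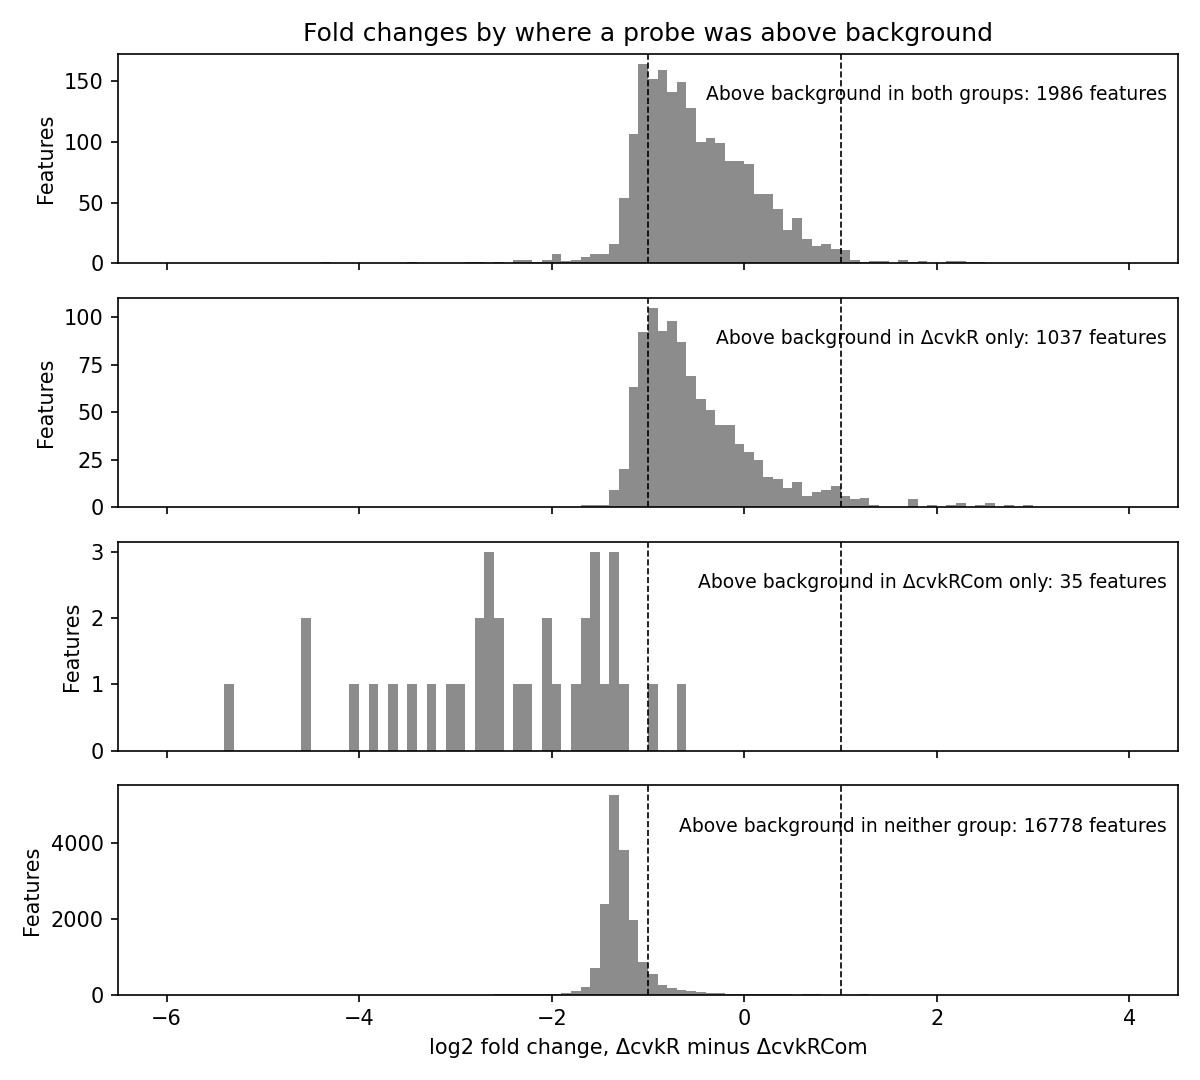
Histograms of the log2 fold change (Δ*cvkR* minus Δ*cvkR*Com, horizontal axis) of the features measured in both strains, in Δ*cvkR* only, in Δ*cvkR*Com only and in neither strain. The vertical axes count features on different scales and the dashed lines mark the fold change threshold. The 16778 features measured in neither strain have a median of −1.31, and the 1986 measured in both one of −0.60.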

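From the authors' processed table, limma called 12 features at the thresholds of the methods. The 8 features higher in Δ*cvkR* were the window at the 5′ end of *cas12k*, *tnsB*, the tracrRNA window, *alr0525*, *alr3330*, all3391_igFwd, alr1198_igFwd and a window on the reverse strand of the chromosome from 1459360 to 1459506. The 4 features lower in Δ*cvkR* were *alr0739*, *alr0740*, the L-array and the window alr0738_igFwd. Of these, *alr0525*, *alr3330* and the window from 1459360 were named only after their values were seen. The largest increase was that of the *cas12k* 5′ window (log2 fold change 1.87, standard error 0.08, adjusted p = 0.0054, limma). The largest decrease was that of alr0738_igFwd (−2.41, standard error 0.12, adjusted p = 0.0054, limma). At an adjusted p of at most 0.05, an alternative chosen after seeing the data, 14 features were higher (7 protein-coding and 7 other) and 10 lower (8 protein-coding and 2 other).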

Thirteen features were significantly upregulated (seven changes in protein-coding genes and six other transcripts) and 8 were significantly downregulated (six protein-coding genes and two other transcripts) in Δ*cvkR* compared to Δ*cvkR*Com (Fig. 4g). In addition to the AnCAST genes *cas12k* and *tnsB* (*all3630*), the tracrRNA and CRISPR array were upregulated (Fig. 4h) upon deletion of *cvkR*. Hence, the role of CvkR as a regulator of the AnCAST system was confirmed and further extended.

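For *cas12k* (*all3613*, 4363025 to 4364971, reverse strand), 2 of 3 probes were well above background on both Δ*cvkR* arrays and on neither Δ*cvkR*Com array, at least 2.47- and 6.63-fold higher in Δ*cvkR*. The third was so on 1 of the 2 Δ*cvkR* arrays only. The log2 fold change of the gene was 2.24 (standard error 0.25, adjusted p = 3.5e-17, limma). That standard error is the shared one, while the Δ*cvkR* replicates of the gene had an SD of 0.66. The methods' t-test, which uses the gene's own spread, gave an unadjusted p of 0.0449. In the authors' processed table the log2 fold change was 1.55 (adjusted p = 0.0227, limma), not past the threshold. A window of 2 probes at the 5′ end of the gene (4364802 to 4364948, same strand) changed by 2.99 (adjusted p = 8.2e-31, limma), with 1 probe at least 6.63-fold higher.

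All 3 probes of *tnsB* (4379751 to 4381364, reverse strand) were well above background on both Δ*cvkR* arrays and on neither Δ*cvkR*Com array. For 2 of them the limits were at least 1.20- and 9.00-fold higher in Δ*cvkR*, and the remaining limit was under 1. The log2 fold change of *tnsB* was 2.80 (adjusted p = 6.1e-27, limma), against 1.59 (adjusted p = 0.0059, limma) in the authors' processed table.

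The tracrRNA window changed by 2.26 (adjusted p = 1.4e-17, limma), and by 1.49 (adjusted p = 0.0060, limma) in the authors' processed table. Its 3 probes measured in both strains rose by 0.81 to 1.62 on the log2 scale. The other 2 were at least 7.99- and 9.13-fold higher in Δ*cvkR*, the latter against 1 Δ*cvkR*Com array above background and 1 not. The CR_9 window changed by 0.75 (adjusted p = 0.0024, limma) and stayed below the fold change threshold. One of its probes was at least 3.05-fold higher in Δ*cvkR*, and the limits of 2 others were under 1. In the authors' processed table CR_9 changed by 0.89 (adjusted p = 0.0986, limma).

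**Figure D2:**
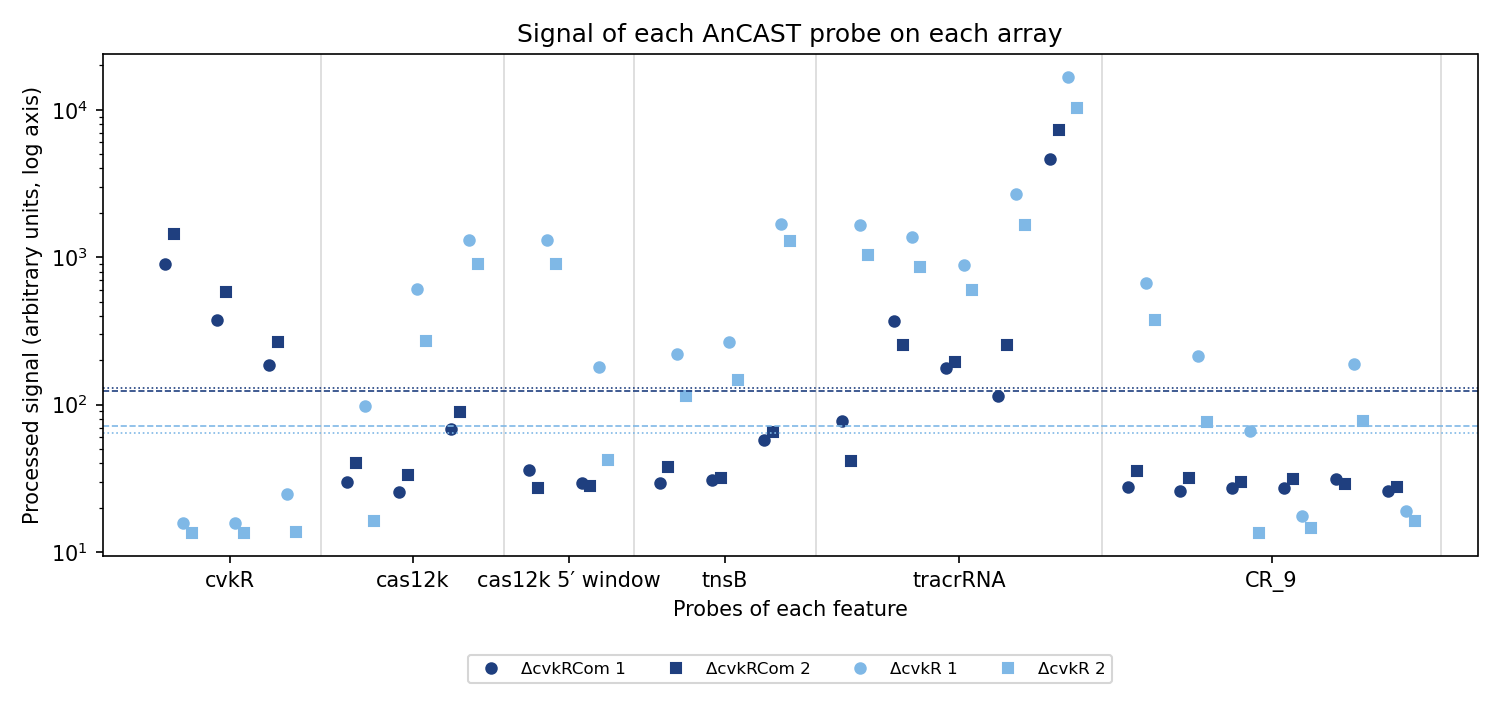
Processed signal (vertical axis, log scale, arbitrary units) of each probe of 6 AnCAST features on each of the 4 arrays. Light blue points are Δ*cvkR*, dark blue points Δ*cvkR*Com, circles replicate 1 and squares replicate 2, and each line marks the lowest signal well above background on the array of that color (dashed, replicate 1; dotted, replicate 2). The *cvkR* probes lie above the Δ*cvkR*Com lines only in Δ*cvkR*Com, while the *cas12k* 5′ window reaches 1312 and 903 in Δ*cvkR*.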

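Of the 16 other coding features of the AnCAST on the array, 3 were measured in a strain: *cas12k*, *tnsB* and *all3626*, all in Δ*cvkR* only. For *all3626* no probe gave a limit above 1, and its log2 fold change was −0.87, against 0.01 in the authors' processed table. The other 13 were well above background in neither strain, so no change could be read for them. As a set, the 16 features gave a camera p of 5.9e-04, toward higher, on the scaled values and 0.0327, also toward higher, in the authors' processed table. Most values behind the former are of features not measured, in the set and outside it. In the authors' processed table 8 of the 16 were higher and 8 lower, with a median log2 fold change of 0.0053. By the scaled values 2 were higher and 14 lower. Neither p therefore shows that most of these genes rose. On the scaled values an estimated correlation gave a p of 0.264 toward higher, and fry gave 0.0234 toward lower. Adjusted over the list alone, 2 of the 16 were called higher and 0 lower in the authors' processed table, and 1 and 0 over all features tested. On the scaled values it was 2 higher and 13 lower by both adjustments, the 13 being those measured in neither strain. The paper counts *cas12k*, *tnsB*, the tracrRNA and the CRISPR array as higher upon deletion of *cvkR*. It takes this as bearing out and extending a role of CvkR in the AnCAST system that its Northern hybridizations had shown. Those included the wild type and gave stronger *cas12k*, tracrRNA and CRISPR array signals in Δ*cvkR*.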

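The L-array window lies on the reverse strand of plasmid delta from 49770 to 52365 and holds 23 tRNA genes of the RefSeq gene table. Of its 6 probes, 1 was measured in both strains, with a log2 fold change of −4.63. A further 3 were well above background on both Δ*cvkR*Com arrays and on neither Δ*cvkR* array, at least 4.74- to 58.2-fold lower in Δ*cvkR*. One probe was well above background on 1 of the 2 Δ*cvkR*Com arrays and 1 on none. The log2 fold change of the window was −4.38 (standard error 0.25, adjusted p = 4.9e-67, limma), and −1.99 (adjusted p = 0.0054, limma) in the authors' processed table.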

Differentially expressed genes outside the AnCAST system included the L-array, a cryptic tRNA gene cluster relevant for survival under translational stress^36^, which was upregulated here in Δ*cvkR*Com (Fig. 4g), inverse to the regulation observed for *cas12k* and *tnsB*. Other differentially regulated genes were the L-array adjacent gene *all8564* encoding an HNH-type homing endonuclease, *rtcB* encoding an RNA ligase associated with RNA repair^36^ as well as *alr0739* and *alr0740* encoding a YdeI and a slipin family homolog. 

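On plasmid delta, *all8564* (52366 to 52902, reverse strand) adjoins the L-array window. Of its 3 probes, 2 were measured in Δ*cvkR*Com only and were at least 7.90- and 15.6-fold lower in Δ*cvkR*. Its log2 fold change was −4.04 (adjusted p = 7.2e-57, limma), and −1.74 (adjusted p = 0.0245, limma) in the authors' processed table, not past the threshold. The chromosomal gene *alr0739* (861217 to 861798, forward strand) changed by −4.54 (adjusted p = 3.5e-72, limma), and by −1.62 (adjusted p = 0.0054, limma) in the authors' processed table. One of its probes was at least 13.3-fold lower in Δ*cvkR*, and 2 were well above background on 1 of the 2 Δ*cvkR*Com arrays. For *alr0740* (861842 to 863368), which follows on the same strand, 2 probes were at least 3.63- and 18.9-fold lower. The gene *alr0740* changed by −3.88 (adjusted p = 1.4e-52, limma), and by −1.50 (adjusted p = 0.0054, limma) in the authors' processed table. The next gene, *alr0741*, was measured in both strains and changed by −0.38 (adjusted p = 0.128, limma). The window alr0738_igFwd (860539 to 861216), just upstream of *alr0739*, holds 1 tRNA gene. Its 5 probes measured in both strains changed by −3.48 to −2.74 on the log2 scale, and the remaining probe, above background on 1 of the 2 Δ*cvkR* arrays, was at least 30.2-fold lower. The ligase gene was not identified among the features, since no table used here pairs its symbol with a locus tag.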

The effects on these genes could have been caused by the presence of erythromycin to stabilize the plasmid introduced in Δ*cvkR*Com. Therefore, the up- and downregulated genes outside of AnCAST cannot be safely associated to the CvkR regulon.

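The genes of ribosomal proteins were chosen before the data were examined as a set on which a drug acting on translation could show. Of 53 such genes, 51 were measured in both strains. The median log2 fold change of all 53 was −0.20. The camera p was 6.0e-37 toward higher on the scaled values, where most features outside the set were not measured. With the filter on dim probes it was 0.00135, also toward higher. After normexp background correction and quantile normalization it was 0.310, toward lower. In the authors' processed table it was 0.252, toward lower, with a median of −0.02. Fry gave 0.381 toward lower and an estimated correlation 0.102 toward higher, so on the scaled values the call held under neither.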

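Other named features outside the AnCAST changed in both directions. The gene *asr0855* (983093 to 983344, forward strand) changed by −2.30 (adjusted p = 3.7e-18, limma), with 2 probes measured in both strains at −2.69 and −2.47. Higher in Δ*cvkR* were alr0786_igRev, with 2 probes measured in both strains at 1.64 and 1.95, and all3391_igFwd, at least 4.23-fold. The single probe of all0736_igRev was at least 1.53-fold higher. That of alr1198_igFwd was well above background in Δ*cvkR* only, with a limit under 1. For all0328_igFwd, 1 probe measured in both strains rose by 0.41 on the log2 scale and the other was at least 3.48-fold higher. The phycobilisome genes that the RefSeq gene table names by symbol were only 4, and their camera p was 1.8e-12 toward higher on the scaled values, 0.0153 toward higher in the authors' processed table and, on the scaled values, 0.0523 with fry and 0.0423 with an estimated correlation, both toward higher.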

The dataset of all transcripts with meaningful fold changes is provided in Supplementary Table 2, the raw data are available from the GEO database under the accession number GSE183629 (Deletion and complementation of *alr3614* in *Anabaena* 7120).

### EMSA and TXTL assays verify CvkR repressor function in vitro

To verify the regulation of CvkR on the identified AnCAST key components, EMSAs and cell-free transcription-translation assays (TXTL)^37^ were performed (Fig. 5). The purified CvkR protein appeared as a dimer, with a molecular weight of ~36.5 kDa from the size exclusion chromatography (SEC) analysis, which is approximately twofold of its theoretical molecular mass (~17.3 kDa) (Fig. 5a). This dimeric form in solution is consistent with canonical MerR-type regulators^21,38–41^. We then generated the ~80 nt long promoter fragments upstream or near the previously determined TSS^28^ of *cas12k*, *tnsB*, tracrRNA, and, as negative control *psbAI* (Fig. 5b) with 5′-biotin labels and performed EMSA assays with recombinant CvkR at different concentrations. The results confirmed that CvkR directly binds to P_*cas12k*_ as well as P_*tnsB*_ but not P_*psbAI*_ (Fig. 5c). Surprisingly, there was no binding between CvkR and P_tracr_ (Fig. 5c), despite the drastically changed abundances of tracrRNA-CRISPR array transcripts in the Δ*cvkR* mutant in vivo (Fig. 4c, d). To independently verify these results, we cloned the respective promoters upstream of a deGFP reporter gene to test whether they can drive transcription and thereby deGFP production in the TXTL assay^37^. In parallel, CvkR was expressed from a second plasmid (Fig. 5d). The P_*cas12k*_, P_*tnsB*_, P_*psbAI*_ and P_tracr_ promoters were functional and able to drive the expression of the deGFP gene. In the presence of CvkR, deGFP production was repressed in reactions containing plasmids with deGFP driven by P_*cas12k*_ and P_*tnsB*_ but not P_tracr_ and the negative control P_*psbAI*_ (Fig. 5e, f). These results are in good agreement with the gel shift assays. We conclude that the increased *cas12k* and *tnsB* mRNA levels in Δ*cvkR* were a direct consequence of the *cvkR* deletion, whereas the higher accumulation of P_tracr_-derived transcripts must have resulted from indirect CvkR regulation. The promoter of *cvkR* (P_*cvkR*_) was not able to drive deGFP transcription in the TXTL system (Fig. 5e). Therefore, it could not be tested whether CvkR can regulate its own transcription. If the overlapping *cas12k* and *cvkR* promoters were separated into two fragments, we did not observe CvkR binding to the P45 fragment containing the core region of P_*cvkR*_ including the predicted −10 and −35 elements in the EMSA assay. In contrast, strong binding of CvkR was observed to the P43 fragment containing the core region of P_*cas12k*_ (Fig. 5b, c). These results point away from a possible autoregulation of CvkR.

**Fig. 5:**
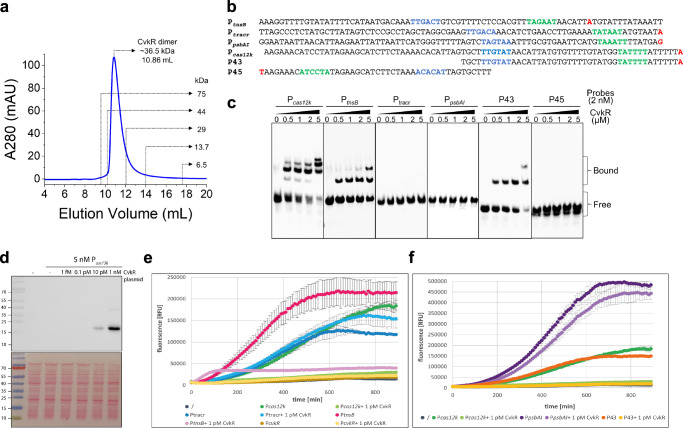
Assays to test *cas12k* promoter elements. **a** Molecular weight estimates of CvkR on size exclusion chromatography (SEC) with Superdex 75 10/300 GL column (GE Healthcare). Calibration standards are indicated. The elution volume of CvkR was ~10.86 mL, corresponding to a mass of ~36.5 kDa (twice its calculated molecular weight). mAU, milliabsorbance units. **b** Sequences of the tested promoter fragments. The probe P45 indicates the reverse complementary sequence of *cvkR* promoter. Putative −35 and −10 of *cas12k, tnsB*, tracrRNA, *psbAI* and *cvkR* promoter elements are shown in blue and green, respectively. The TSSs were included and marked in red. **c** EMSA assays showing the binding ability of CvkR to P_*cas12k*_, P_*tnsB*_, P_tracr_, P_*psbAI*_ and truncated fragments (P43 and P45) of P_*cas12k*_. The data are presentative from two or three independent experiments. The free probe and complexes of protein-DNA complexes were marked as “Free” and “Bound”, respectively. **d** CvkR was expressed from vector pET28a and was detected by Western blot analysis via the N-terminal 6xHis tag (upper panel), and the stained membrane is shown in the lower panel (one out of three independent experiments is shown). The corresponding size for 6xHis-CvkR is 19.9 kDa. The prestained PageRuler (Thermo Fisher Scientific) was used as a size marker. **e** TXTL assay^37^ to compare the promoter activities of *cas12k*, *cvkR, all3630* (*tnsB*) and tracrRNA (P_*cas12k*_, P_*cvkR*_, P_*tnsB*_, and P_tracr_) to drive deGFP expression in the absence or presence of CvkR. **f** The full-length version of P_*cas12k*_ and the P43 fragment encompassing 43 nt upstream of the *cas12k* TSS were tested in the TXTL system for their capacity to drive deGFP expression and mediate repression upon parallel expression of CvkR. P_*psbAI*_ was used as negative control for a promoter not controlled by CvkR. In both **e** and **f**, 1 pM CvkR plasmid was expressed together with the corresponding p70a plasmids (5 nM) with the respective promoter variants upstream of deGFP. Error bars show standard deviations calculated from two technical replicates in one representative example of three independent experiments. Source data are provided as a Source Data file.

### Identification of CvkR binding site

To further define the minimal necessary sequence and motifs required for CvkR binding, P_*cas12k*_ and P_*tnsB*_ were analyzed in DNase I footprinting assays (Fig. 6a). CvkR specifically protected a 43-nt fragment of P_*cas12k*_ (P_*cas12k*center_) and a 41-nt fragment of P_*tnsB*_ (P_*tnsB*center_). Intriguingly, a nearly perfectly conserved 16-nt sequence (5′-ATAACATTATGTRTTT-3′) was shared between the protected regions of P_*cas12k*center_ and P_*tnsB*center_ (Fig. 6a). Thus, this sequence is at the core of a potential CvkR binding motif. Bioinformatic screening of CAST systems closely related to AnCAST (Supplementary Fig. 3) identified a 15 nt inverted repeat within this sequence (5′-ATAACATTATGTGTT-3′). This potential CvkR motif is widely conserved in the promoter regions of *cas12k* and *tnsB* homologs in cyanobacteria (Fig. 6b and Supplementary Fig. 6).

**Fig. 6:**
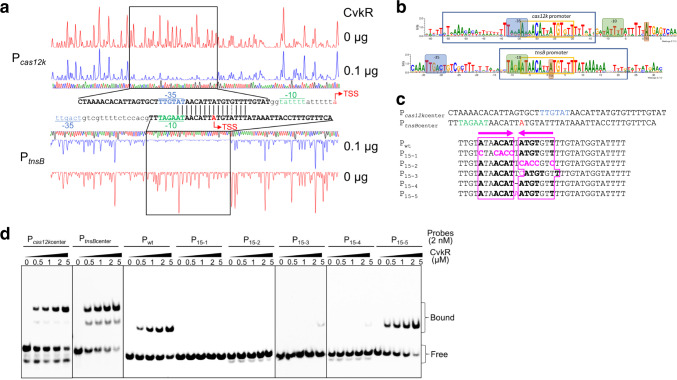
Analysis of CvkR binding motifs. **a** DNase I footprinting of the FAM-labeled P_*cas12k*_ and P_*tnsB*_ promoter sequences in the absence (red graphs) and presence of 0.1 µg CvkR (blue graphs). The protected region is boxed. Dideoxynucleotide sequencing traces are displayed (green, A; blue, C; black, G; red, T) and the DNA sequences protected by CvkR are indicated below (for P_*cas12k*_) or above (for P_*tnsB*_) the corresponding regions in capitalized bold letters. The sequence overlap is marked by vertical black lines. A dashed line indicates a single different nucleotide. The area adjacent to the CvkR-protected regions is displayed in lowercase letters. The TSS (red), −10 (green) and −35 elements (blue) are highlighted. **b** Sequence logo of the CvkR motif based on sequence alignments of *cas12k* and *tnsB* promoters of 15 CAST systems with *cvkR* genes (for sequence details see Supplementary Fig. 6). In the sequence logos, the −35 and −10 promoter regions are shaded in blue and green, and the TSSs in brown. The protected areas in the DNase I footprinting assays are boxed in blue and the palindromic CvkR binding motif in orange. **c** Wild-type and mutated promoter fragments used for EMSA assays. The probes P_*cas12k*center_ and P_*tnsB*center_ indicate the CvkR-protected region of *cas12k* and *tnsB* promoters in the DNase I footprinting assay, respectively. TSS, −10, and −35 elements in P_*cas12k*center_ and P_*tnsB*center_ are indicated as in **a**. CvkR-binding sites are pink-boxed. The inverted repeat is displayed in bold letters and highlighted by the pink arrows, while pink letters indicate the mutated sites. **d** Interaction between CvkR and P_*cas12k*_ variants analyzed by EMSA. The data are presentative from two or three independent experiments. The free probe and complexes of protein-DNA complexes are marked as “Free” and “Bound”, respectively. Source data are provided as a Source Data file.

To validate the proposed CvkR-specific binding motif, we carried out EMSA assays with probes in which different nucleotides were substituted within the palindrome (Fig. 6c). These assays verified the interaction between CvkR and probes P_*cas12k*center_ and P_*tnsB*center_ (Fig. 6d) and that CvkR binds to *P*_wt_ in a similar concentration-dependent manner. When the reverse complementary sequence in this motif was mutated (P_15-1_ and P_15-2_) or the spacer length was changed (P_15-3_ and P_15-4_), CvkR binding was nearly abolished. However, merely changing the spacer nucleotide from T to A without changing the length had no effect (P_15-5_) (Fig. 6c, d). The results provided strong evidence that CvkR binds to a 15-nt motif 5′-AnnACATnATGTnnT-3′, and that this type of CvkR-DNA binding is widely distributed among the CAST systems of cyanobacteria.

### The crystal structure reveals that CvkR represents a unique type MerR-type regulator

To investigate CvkR functionality at the structural level, a high-quality crystal structure was determined at 1.6 Å resolution. CvkR consists of a classical winged helix-turn-helix (wHTH) DNA-binding domain at the N-terminus (residues 1-80), a dimerization domain (residues 81-132), and a potential effector-binding helix in the C-terminal region (helix α7, residues 133-150), in which an ATP, used as reagent for optimal crystal formation, was bound as a ligand (Fig. 7a). The N-terminally located wHTH domain with an α1-α2-W1-α3-W2-α4 topology is a typical feature of MerR-family regulators^21,38–42^, and therefore indicates that CvkR belongs to this family from a structural perspective.

**Fig. 7:**
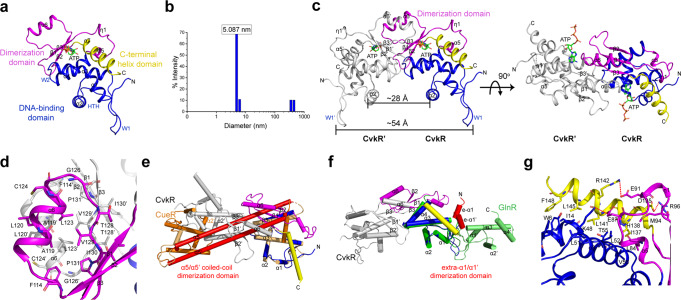
Structural analyses of CvkR. **a** Overall structure of the CvkR-ATP complex. The DNA-binding, dimerization, and putative effector-binding C-terminal helix domains are shown in blue, magenta, and yellow, respectively. The typical helix-turn-helix (HTH) and two “wing” loops W1 and W2 in the DNA-binding domain are indicated. The ATP ligand is represented in green stick and colored by the atom type. **b** Dynamic light scattering analysis of the average diameter of native CvkR protein measured at 25 °C. The data are representative from three independent experiments. **c** Cartoon representation of the CvkR homodimer. The other subunit is shown in white. The bulk of the dimerization interface is formed by three antiparallel β-strands (β2-β1-β3) and one short α-helix (α6) from the two subunits in the dimer. The distances between two DNA-interacting helices α2/α2’ and between two W1 loops W1/W1’ are measured and labeled, respectively. **d** The dimerization interface mainly consists of hydrophobic interactions. The key residues involved in homodimer formation are shown in sticks and labeled in black. **e**, **f** Comparison of dimerization patterns in MerR-type proteins. Superimpositions are performed with reference to the wHTH domain from one subunit in homodimers. Helices are shown as cylinders for clarity. Superimposed proteins: CvkR (this work; coloring as in **c**), CueR (PDB code 1Q07, two subunits coloring as orange and light orange, respectively, effector Au showing in red sphere), GlnR (PDB code 4R4E, two subunits coloring as green and lime, respectively). The dimerization domains for CueR and for GlnR are colored red. **g** Close-up view of the interactions for C-terminal helix α7 packing. The key residues are shown in sticks and three salt bridges are marked by red dash lines.

The members of this family typically adopt a physiologically active homodimeric form^21,22,39,40,43–46^. By dynamic light scattering (DLS), a ~5.1 nm (~51 Å) average diameter was measured for CvkR (Fig. 7b), consistent with its assembly into a homodimer of ~54 Å in the solved crystal structure (Fig. 7c and Supplementary Fig. 7) and the result of our SEC analysis (Fig. 5a). Three antiparallel β-strands (β2-β1-β3) and one short α-helix (α6), together with the equivalent β-strands and helix of the other subunit, comprise the bulk of the dimerization interface (Fig. 7c). The contacts are predominantly hydrophobic (Fig. 7d) and bury 997.6 Å^2^ surface area (PDBePISA)^47^ (Supplementary Fig. 7), which is much smaller than that observed in canonical MerR-type proteins, for instance, 1896.8 Å^2^ in CueR. In comparison, the mode of CvkR dimerization significantly differs from MerR-type regulators such as CueR^39^ or MtaN^48^, which assemble into homodimers via two-helix antiparallel coiled-coil (α5/α5’) (Fig. 7e), and is also distinct from the unusual MerR-type TnrA/GlnR family regulators^39,40^, which form homodimers relying on an N-terminal extra helix (e-α1/e-α1’) (Fig. 7f). Therefore, the pattern of CvkR dimerization is unique among the MerR family members.

Another striking feature in the CvkR structure is that the C-terminal four-turn α helix (α7) packs against its own wHTH DNA-binding domain (α1 and α3) and dimerization domain (η1 to α5), but not against these domains of its dimeric partner as in other MerR-type regulators such as CueR or SoxR^39,40^ (Fig. 7a, e). Three specific salt bridges and hydrophobic interactions contribute to the precise orientation of helix α7 (Fig. 7e, g).

MerR-like proteins with a recognizable C-terminal sensor domain, such as metal-responsive CueR, MerR and redox-responsive SoxR^39,40,49^, possess cysteine residues for effector binding at conserved positions. However, the three cysteines present in CvkR are not near the potential effector-binding helix α7 (Fig. 7g and Supplementary Fig. 8). This suggests that CvkR might be one of those MerR-like proteins that lack a recognizable C-terminal sensor domain, like HiNmlR from *Haemophilus influenzae*^42^. In our solved structure, the crystal optimizing reagent ATP was bound near the putative effector binding site through π–π stacking, cation–π, and several hydrogen bonds (Supplementary Fig. 9a). While the nonspecific hydrogen bonds at the N1 and N6 positions of the adenine moiety, together with the unbound triphosphate group in the putative effector binding site, suggest that ATP is not the natural effector of CvkR, other nucleoside derivatives might be possible candidates (Supplementary Fig. 9b). Indeed, signaling molecules of the cyclic oligonucleotide family have been observed in certain types of CRISPR-Cas and other defense systems^50,51^. However, subsequent EMSA experiments showed no effects on CvkR DNA binding when such ligands were added, indicating that ATP and its analogs are indeed not the natural effectors of CvkR (Supplementary Fig. 10).

### Proposed molecular basis of CvkR DNA binding

To further elucidate the molecular basis of CvkR DNA binding, we aimed at solving the CvkR-promoter complex structure but reached no better diffraction resolution than 6 Å, insufficient for structure determination. Considering the relatively conserved DNA-binding characteristics of the wHTH domain among MerR-family members^21,40,42^, we resorted to analyzing the binding of CvkR to DNA by structural alignment. CvkR shares the lack of a recognizable C-terminal sensor region and the fact that overlapping promoters can be targeted with HiNmlR^42^. Therefore, the HiNmlR-DNA complex (PDB code 5D8C) was chosen for comparison. Due to the shorter distance between the two DNA-interacting helices α2 and α2′ of CvkR, only one wHTH domain was matching well (Fig. 8a). Consistent with the DNA binding of wHTH domains, on the well-matched side, helix α2, which is rich in positively charged residues, and winged loop W1 separately insert into the major and minor grooves of DNA, while winged loop W2 is close to the DNA backbone (Fig. 8a, left panels). Based on the comparison to HiNmlR, residues R20, Q23, and Y24 in α2, and residue N66 in W2 were suggested as possibly involved in the interactions between CvkR and its target (Fig. 8a, right panel)^42^. Moreover, the positively charged residues R19, K40 and R42 in helix α2 and W1 are also possibly participating in DNA binding, especially R42, whose side chain simultaneously forms hydrogen bonds with the ATP’s α-phosphate group (resembling the phosphate in the DNA backbone) in our solved structure (Fig. 8a and Supplementary Fig. 9b).

**Fig. 8:**
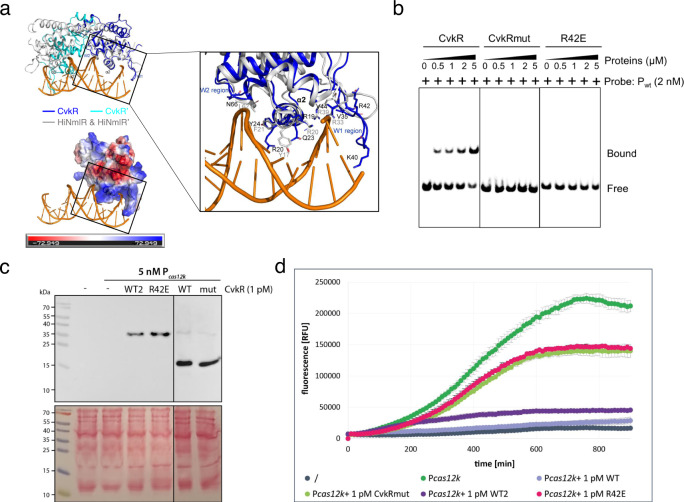
Functional characterization of CvkR DNA-binding residues. **a** Upper left panel: Superimposition of CvkR onto the HiNmlR-promoter complex. Two subunits of the CvkR homodimer are colored in blue or cyan. HiNmlR homodimer and its target DNA in the HiNmlR-promoter complex (PDB code 5D8C) are displayed in gray and orange, respectively. Three regions directly participating in promoter DNA binding in the HiNmlR-promoter complex, helix α2 and two winged loops W1 and W2, are labeled. Lower left panel: electrostatic surface representation of CvkR highlighting the potential electropositive (blue) DNA-binding surface. Right panel: The key DNA-interacting residues reported in HiNmlR are shown in sticks and labeled in gray. The possible DNA-interacting residues in CvkR corresponding to the three DNA-interacting regions are labeled in black. **b** EMSA assays showing the binding of CvkR variants to P_*cas12k*_. The 33-nt P_wt_ probe was used for the assay. The His-SUMO tags were removed from all CvkR variants used in the EMSA assays. The free probe and P_wt_-protein complexes are marked as “Free” and “Bound”, respectively. The data are representative from three independent experiments. **c** CvkR and mutant proteins were expressed in the TXTL system^37^ from pET28a(+) or pET28a(+)-SUMO and detected by Western blot via their N-terminal 6xHis tag. The stained membrane is shown below. The corresponding molecular masses are 29.9 kDa for 6xHis-SUMO-CvkR WT2 and R42E, while 6xHis-TEV-CvkR WT and 6xHis-TEV-CvkRmut have masses of 19.9 and 19.5 kDa. **d** TXTL assay to test the regulatory capacity of CvkRmut and R42E compared to CvkR (WT and WT2 as defined in panel C) for repressing deGFP fluorescence expressed from the *cas12k* promoter (P_*cas12k*_). The P_*cas12k*_-deGFP cassette was expressed from plasmid p70a (5 nM) in the absence or presence of 1 pM pET28a(+) expressing CvkRmut, R42E, CvkR WT or WT2. The TXTL reactions were performed at 29 °C overnight, and fluorescence was measured every 10 min in a Wallac 1420 Victor2 microplate reader. Error bars show standard deviations derived from two technical replicates in one representative example of three independent experiments. Source data are provided as a Source Data file.

To address the relevance of these residues for target promoter binding, two mutated proteins were constructed, CvkRmut (R19A-R20A-Q23A-K40A-R42A-N66A) and R42E. As observed with wild-type CvkR (Fig. 5a), both mutated proteins appeared in dimer form in the SEC (Supplementary Fig. 11) suggesting that they were correctly folded and competent for biochemical analysis. The subsequent EMSA experiments showed for both proteins no shifted bands compared to wild-type CvkR (Fig. 8b). Thus, both CvkRmut and R42E had lost the capability to specifically bind P_*cas12k*_, directly supporting a role of the substituted residues in DNA binding.

To verify the role of these residues in transcriptional regulation by CvkR, TXTL assays were performed. Western blots showed that the CvkR wild type protein was stably produced both without (WT) or with a SUMO tag (WT2) in the TXTL system and that the CvkR mutant proteins with SUMO (R42E) or 6xHis (CvkRmut) tag were produced as well (Fig. 8c). When CvkRmut and R42E were coexpressed with the reporter plasmid, almost no inhibiting effect on P_*cas12k*_ compared to the CvkR controls was observed (Fig. 8d). These observations were consistent with the results of the EMSA assays and supported our model for DNA interactions by CvkR (Fig. 8a, right panel).

## Discussion

Native type V-K CAST systems have thus far only been found in certain cyanobacteria^11,15^. Their better characterization is of fundamental interest, and these systems hold great promise for the development of useful genome editing tools^52^. The primary function of native CRISPR-Cas systems is defense against mobile genetic elements. Therefore, we reasoned that the activity of CAST systems that can transpose to different sites within a genome must be controlled. Here, we addressed the association between putative transcriptional regulators and cyanobacterial CAST systems and found three different types of such repressors. We suggest to name one of them CvkR, for Cas-type V-K repressors, while the other two were called here Arc_1 and Arc_2 due to the lack of a better classification. The consistent occurrence of these regulators in 86 of 118 analyzed systems indicates a functional dependency. Judged by the diversity of regulators and their DNA-binding domains, it is likely that they were acquired several times independently.

Both *cvkR* and *cas12k* were found to be expressed from leaderless mRNAs. Compared to eukaryotes and archaea, the frequency of leaderless mRNAs in bacteria, especially in gram-negative bacteria, is rather low^53–55^. The dRNA-seq analysis of transcriptomes from 14 different growth conditions provided evidence for 51 leaderless mRNAs in the cyanobacterium *Synechocystis* 6803^56^. Even in the extensively studied *E*. *coli*, deep sequencing found less than 30 leaderless mRNAs under standard growth conditions^57^. As such, the biological function of leaderless gene expression largely remains to be established. Tn1721 *tetR* mRNA and λ*cI* mRNA are the best-studied leaderless mRNAs derived from transposons and bacteriophages in *E*. *coli*. These leaderless mRNAs were proposed as mediators of horizontal gene transfer which are controlled at the translational level^54^ and this might apply to CvkR as well, especially as it was identified in this study as regulator of the CAST system, which has ties to transposons and phages. However, the real relevance of leaderless mRNA translation in cyanobacterial CAST systems needs to be further studied.

We then characterized CvkR, the transcriptional regulator of the AnCAST system in detail. The amounts of *cvkR* mRNA and CvkR protein in wild-type cells were very low under the tested growth conditions. However, *cvkR* deletion led to clearly enhanced transcript levels of *cas12k*, *tnsB* and tracrRNA in the ∆*cvkR* mutant. Therefore, CvkR likely is expressed at a low, but sufficient level to perform the repressor function in *Anabaena* 7120 wild type. We elucidated that CvkR controls P_*cas12k*_ and P_*tnsB*_ directly and indirectly the abundance of the tracrRNA-CRISPR array. We reasoned that the increased accumulation of tracrRNA might result from protection through binding to the Cas12k effector that is present in higher amounts in ∆*cvkR*. All these results point at the biological function of CvkR as a transcriptional repressor of the AnCAST core module (i.e., tracrRNA, *cas12k* and *tnsB* mRNAs).

MerR-type regulators typically contain a conserved N-terminal wHTH domain^22,58^. They form homodimers and bind a palindromic DNA motif^49^. The key residues that are directly involved in interaction with DNA are conserved among members of the MerR family that recognize the same DNA motifs but these residues vary among members that recognize different DNA motifs^59^. By structural superimposition (Fig. 8a), we tentatively defined CvkR residues that participate in the interaction with DNA. The functionality of R42 and additional residues was confirmed in both, EMSA and TXTL assays (Fig. 8b, d). Based on further multiple sequence comparison (Supplementary Fig. 12a), we propose the positively charged and highly conserved R42 to directly interact with the DNA phosphate backbone.

The palindromic DNA motifs recognized by MerR-family proteins are usually located in promoters with an elongated distance (≥19 nt) between the -10 and -35 elements. Consequently, several MerR-family members employ a DNA distortion mechanism for regulating the expression of their target genes^22,59^, such as the metal-responsive (i.e., MerR^43^, ZntR^44^, and CueR^39,45,46^), the redox-responsive (i.e., SoxR^40^ and HiNmlR^42^) and antibiotic resistance (i.e., BmrR^21^) transcriptional regulators. In this study, we performed DNase I footprinting assays with both P_*cas12k*_ and P_*tnsB*_. We obtained CvkR-protected regions with similar distances and a 16 nt long sequence shared between the two promoters. Targeting this region, we eventually confirmed the CvkR motif with a sequence of 5′-**A**nn**ACAT**n**ATGT**nn**T**-3′ assisted by a series of EMSA assays and bioinformatic analysis (Fig. 6). When predicting the −10 and −35 elements of P_*cas12k*_ with PromoterHunter^60^, the 21 nt long spacer separating the -10 (TATATT) and −35 (TTGTAT) boxes was clearly supported. Because the CvkR motif mainly locates within this spacer, CvkR might modulate P_*cas12k*_ activity using the MerR-specific DNA-distortion mechanism. However, for P_*tnsB*_ we could only find a −10/–35 spacer of 17 nt (Fig. 6b). As we demonstrated that CvkR binding in P_*tnsB*_ overlaps the TSS of P_*tnsB*_, and partially the -10 element, CvkR should regulate the expression of *tnsB* in a different way from *cas12k*. Actually, a few MerR-type regulators indeed have been reported to function as transcription repressors and regulate gene expression in significantly different ways, such as BldC^61^, HnoC^62^, and McdR^63^. BldC binds DNA direct repeats as cooperative multimers to regulate gene expression, while both HnoC and McdR are instances of regulators recognizing palindromic motifs overlapping TSS and -10 elements. We even noticed a 20-nt long −10/−35 spacer in the promoter of one of the HnoC targets, *hnoD*, suggesting a possible similar regulatory mechanism of interfering with association of the RNAP holoenzyme and transcription initiation rather than reshaping of promoter DNA^62^. McdR, another MerR type repressor involved in controlling cell division, DNA repair, drug resistance and other stress responses in Mycobacteria, could also repress target promoters in this manner^63^. Moreover, the here investigated cyanobacterial CvkR shows 33% sequence identity with mycobacterial McdR (Supplementary Fig. 13a) and possesses structural features very similar to the alphafold2-predicted McdR model (Supplementary Fig. 13b), implying similarities in the regulatory mechanism.

Different from the N-terminal DNA binding domain of MerR-type regulators, the C- terminal effector binding domains are not conserved and vary widely in sequence and length. Multiple sequence alignment showed one of the otherwise widely conserved cysteines is in CvkR replaced by a serine (position 134, Supplementary Fig. 12a). Therefore, we generated and tested a S134C mutant protein, but it showed in SEC, EMSA, and TXTL experiments very similar characteristics to the CvkR wild type protein (Supplementary Fig. 12b–d). Structural analysis also showed that CvkR lacks the conserved cysteines for effector binding on the scaffold constructed by dimerization domain and C-terminal domain (Fig. 7d). Moreover, the cysteines of CvkR are distributed structurally dispersed, and are arranged far away from the putative effector binding site based on the structural superimposition (Supplementary Fig. 8). These findings imply the specific effector binding of CvkR likely differs from the conventional cysteine-dependent manner.

HiNmlR, lacking the recognizable C-terminal sensor, modulates responses against formaldehyde challenges by modification of two conserved cysteine residues in its wHTH domain (C54 in α3 and C71 in α4)^42^. Two conserved cysteine residues C17 and C70 are also found in the CvkR wHTH domain, and these interact with the helix α3 in our solved structure (Supplementary Fig. 8). Besides, we found that helix α3 simultaneously interacts with DNA-interacting helix α2 and the C-terminal helix α7, suggesting a possible structural rearrangement-sensing mechanism that could be triggered by modification of cysteine residues. In addition, it is also possible that CvkR binds an effector protein instead of a metabolite to conduct the transcriptional regulation, like GlnR that utilizes glutamine synthetase as its effector in gram-positive bacteria^64^.

To summarize, we identified and characterized CvkR as the regulator of the AnCAST system. Structural analysis of CvkR revealed both unique dimerization and ligand binding domains. The effector molecule and the functionality of this hypothetical signaling input sensed by CvkR are matters of further research.

## Methods

### Cultures of cyanobacteria and construction of mutant strains

*Anabaena* 7120 and its derivatives were grown photoautotrophically in BG11 liquid medium or on agar plates under white light illumination of 30–50 µmol photons m^−2^ s^−^^1^ at 30 °C^65^. In terms of the controls in copper-inducible experiments, transparent plastic tissue culture flasks were used for cultivation, deionized water was used for medium preparation, and three resuspensions with copper-free medium were employed for the seed culture. In addition, excess CuSO_4_ (1.0 or 1.25 μM) was added to guarantee P_*petE*_ activity for the respective experiments. The culture was supplemented with erythromycin (10 μg mL^−1^) when necessary.

For construction of *Δalr3614* (Δ*cvkR*), the CRISPR-Cas12a (Cpf1) genome editing tool together with the pSL2680 plasmid (Addgene No. 85581) were used^24^. The primer pair alr3614gRNA-1/2 was used to prepare the gRNA-cassette editing plasmids, and the primer pairs alr3614KO-1/2 and alr3614KO-3/4 were used to prepare the gRNA & repairing-cassette editing plasmids. The primer pairs alr3614-3/4 were used to check the deletion genotype. A 200 bp internal fragment (4365123~4365322) of *cvkR* was ultimately deleted.

For complementation of the Δ*cvkR* mutant and/or verification of leaderless expression of the *cvkR* gene, three cassettes (P_*petE*___no 5’UTR_-*cvkR-*L-3xFLAG, P_*petE*___no 5’UTR_-*cvkR-*S-3xFLAG and P_*petE*_-*cvkR-*S-3xFLAG) were cloned into a shuttle vector (pRL59EH) derived from the broad-host-range plasmid RSF1010 by seamless assembly. The primer pairs 59M-F/59M-R1, P_*petE*_-F/P_*petE*_-R4 and 3614L-F/3614-R were used to construct a complementation plasmid to generate Δ*cvkR*Com-1. The primer pairs 59M-F/59M-R1, P_*petE*_-F/P_*petE*_-R5 and 3614S-F1/3614-R were used to construct a complementing plasmid to generate Δ*cvkR*Com-2. The primer pairs 59M-F/59M-R1, P_*petE*_-F/P_*petE*_-R6 and 3614S-F2/3614-R were used to construct a complementing plasmid to generate Δ*cvkR*Com-3. Each complementing plasmid was introduced into the Δ*cvkR* mutant by conjugal transfer^66^. Genotypes of mutants were confirmed by PCR (Supplementary Fig. 4d). The sequences of all oligonucleotides are listed in Supplementary Table 3. All PCR fragments, plasmids generated in this study, and gene mutation regions in the mutants were verified by Sanger sequencing.

### Microarray analysis

*Anabaena* 7120 strains Δ*cvkR* and Δ*cvkR*Com were grown in 50 mL BG11 without CuSO_4_ to an OD_750_ of 0.8, and CvkR expression was induced from P_*petE*_ with 1.25 µM CuSO_4_ for 24 h. Cells were harvested by centrifugation, and following resuspension, cells were transferred to screw cap tubes together with 250 µL glass beads (0.1–0.25 µm in diameter), 1 mL PGTX^67^ was added and tubes were frozen in liquid nitrogen. Cell disruption (3 cycles of 3 × 6500 rpm for 15 s with 10 s breaks in between) with Precellys 24 Dual homogenizer (Bertin) was performed under cooling with liquid nitrogen. Samples were separated from the beads and incubated for 10 min at 65 °C in a water bath, one volume chloroform:isoamyl alcohol (24:1) was added, and samples were incubated for 10–30 min at room temperature with several vortexing cycles. After centrifugation for 3 min at 3250 *g* in a swing-out rotor, the supernatant was transferred to a fresh tube, and one volume of chloroform:isoamyl alcohol was added. This step was repeated twice. RNA was precipitated by the addition of one volume of isopropanol.

The RNA samples of two biological replicates each were hybridized to 8x44K microarrays (Agilent ID 062842) following published sample preparation and hybridization details^68^. In short, 2 µg of DNase-treated RNA was used for Cy3 labeling (ULS Fluorescent Labeling Kit for Agilent Arrays, Kreatech). Microarray hybridization was performed with 600 ng Cy3-labeled RNA for 17 h at 65 °C. Microarray raw data were obtained in an Agilent microarray Scanner C, Modell G2505C using Agilent Scan Control and Feature Extraction software version 10.7.3.1. and were processed using the limma R package (version 3.52.4)^69^. 

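The scanner files hold a processed signal, a median signal and a background median for each spot. The authors' processed table holds values for the same spots that follow the log2 of the median signal (correlation across spots of 0.999 on each array). Its columns have medians of 7.72, 7.72, 7.72 and 7.72, and once sorted they differ by at most 0.03. The method behind these values is not named in the paper's text, which gives the package. Their direction was taken from the columns' samples. Of the 19904 rows of the Fig. 4g source data, the last 17905 were not used here, and 531 of the others were matched by locus tag. Of these, 528 equal Δ*cvkR* minus Δ*cvkR*Com of this table within 1e-05, although the column's heading names the opposite ratio.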

The data was normalized using the R-implementation in limma^69^ and resulting *p* values from t-tests were corrected using the Benjamini and Hochberg^70^ method to control the False Discovery Rate of differential expression. A |log_2_ FC|≥ 1 threshold and a *p* value ≤ 0.01 were considered to indicate a significant change in gene expression. The full dataset is accessible in the GEO database with the accession number GSE183629 (Deletion and complementation of *alr3614* in *Anabaena* 7120).

### Northern blot analysis of mutants

Twenty micrograms of total RNA were separated on 10% polyacrylamide-8.3 M urea gels and electroblotted onto Hybond N nylon+ membranes (Amersham) with 1 mA per cm^2^ for 1 h. CRISPR-related transcript accumulation was analyzed by Northern hybridization using single-stranded radioactively labeled RNA probes transcribed in vitro from PCR-generated templates (see Supplementary Table 3 for primers). The radioactively labeled probes were generated using [α-^32^P]-UTP and the Maxiscript T7 In vitro transcription kit (Thermo Fisher Scientific). Hybridizations were performed in 50% deionized formamide, 7% SDS, 250 mM NaCl and 120 mM Na_2_HPO_4_/NaH_2_PO_4_ pH 7.2 overnight at 62 °C. The membranes were washed in buffer 1 (2 × SSC (3 M NaCl, 0.3 M sodium citrate, pH 7.0), 1% SDS), buffer 2 (1 × SSC, 0.5% SDS) and buffer 3 (0.1 × SSC, 0.1% SDS) each for 10 min. All wash steps were performed at 57 °C. Signals were detected with a Laser Scanner Typhoon FLA 9500 (GE Healthcare). Signal intensities of *cas12k* mRNA (indicated by a black triangle in Fig. 4e) were determined using Quantity One software and normalized to the signal of the 5S rRNA. For statistical evaluation *p* values were calculated from three biological replicates using two-tailed Student’s *t* test assuming equal variances using the data analysis add-in for Microsoft Excel 2019 software.

### Western blot analysis

Cyanobacterial cell harvesting and protein extraction were performed following established protocols^71^. Total proteins extracted from the samples were separated by 15% SDS–PAGE according to the standard procedure and electroblotted onto PVDF membranes (Amersham). To check for equal loading, the membrane was stained with Ponceau S (0.1% (w/v) in 5% acetic acid). After destaining, the PVDF membranes were blocked in 3% skimmed milk-TBST (0.05% Tween-20 in TBS) at room temperature for 30 min. Then, the membranes were incubated with Anti-DYKDDDDK (FLAG tag) Mouse Monoclonal Antibody (#HT201, 1:3000, TransGen) for 1 h and washed three times with TBST (15 min each). After that, the membranes were incubated with a Goat Anti-Mouse IgG/AP (#K0031G, 1:3000, Solarbio) for 1 h and washed three times with TBST (15 min each). Finally, signals were detected with NBT (nitro-blue tetrazolium chloride) and BCIP (5-bromo-4-chloro-3′-indolyphosphate p-toluidine salt) (#PR1100, Solarbio). For Western blot analysis of TXTL samples, 1 µL (Fig. 5d) or 9 µL (Fig. 8c) of the TXTL reactions were loaded on a 15% PAA separating gel. Proteins were electroblotted onto nitrocellulose membranes with a pore size of 0.45 μm (Amersham). The Penta His HRP conjugate kit (Qiagen) was used at a titer of 1:2000 to detect the 6xHis tag.

### Quantitative real-time PCR

Total RNA extraction, removal of the genomic DNA and reverse transcription were performed using a Bacteria RNA Extraction Kit and HiScript III RT Supermix for qPCR (+gDNA wiper) kit (Vazyme) according to the manufacturer’s instructions. SYBR Premix ExTaqTM (Takara, Dalian, China) was used for qRT–PCR, and the cycle thresholds were determined using a Roche LightCycler® 480 II sequence detection system (Roche, Shanghai, China). *rnpB* (RNase P subunit B) was used as the internal control. The primers for *alr3614* (*cvkR*) and *rnpB* are listed in Supplementary Table 3. Three independent experiments were performed, which showed consistent results.

### TXTL assays

To test promoter fragments in a cell-free transcription-translation system, the *E. coli*-based TXTL assay was used^37,72^. The myTXTL Sigma 70 Cell-Free Master Mix was purchased from Arbor Biosciences. The included p70a plasmid was used as a template for cloning of the promoter sequences P_tracr_, P_*cvkR*_, P_*cas12k*_ and P_*psbAI*_ (Fig. 5b) in an open reading frame with the destabilized enhanced GFP (deGFP) and its 5’UTR. All PCRs were performed using PCRBio HiFi polymerase (PCR Biosystems). Promoter sequences were PCR-amplified from genomic DNA of *Anabaena* 7120 with overlaps to p70a. The p70a plasmid was also PCR-amplified.

The CvkR protein (Alr3614) and mutated variants with potentially reduced DNA-binding affinity (R16A-R20A-Q23A-K40A-R42A-N66A; CvkRmut and R42E) were used for analysis in the TXTL assay. The *cvkR* sequence was PCR-amplified from genomic DNA of *Anabaena* 7120. The corresponding DNA fragment for CvkRmut was ordered from IDT as gBlocks and subcloned into pJet1.2/blunt (Thermo Fisher Scientific) and then amplified via PCR with overhangs to pET28a. The plasmid pET28a was PCR-amplified as well. The CvkR and CvkRmut proteins were thus expressed from an IPTG-inducible T7 promoter with an N-terminal 6xHis tag and a TEV site for potential cleavage of the tag.

Fragment assembly via AQUA cloning was performed at room temperature for 30 min upon transformation into chemically competent *E. coli* DH5α cells for cloning. Assembled plasmids were isolated, and regions of interest were sequenced (Eurofins Genomics).

For the expression of proteins encoded on pET28a in the TXTL assay, T7 RNA polymerase (RNAP), expressed in this instance from p70a, and IPTG are necessary. Reactions were performed in duplicate overnight at 29 °C in a total volume of 5 µL with 3.75 µL of TXTL master mix, 1 mM IPTG, 0.5 nM p70a_T7_RNAP, 1 pM pET28a_CvkR (or mutants: CvkRmut, R42E, S134C) and 5 nM p70a_promoter_deGFP. The fluorescence of deGFP was measured every 10 min (excitation 485 nm, emission filter 535 nm) in a plate reader (Wallac 1420 Victor2 microplate reader from Perkin Elmer).

### Protein heterologous expression and purification

For heterologous expression of CvkR in *E. coli*, the protein-coding sequence of CvkR was PCR-amplified from *Anabaena* 7120 genomic DNA and cloned into the pET28a-SUMO vector by using BamHI and XhoI restriction sites to generate the pET28a-SUMO_CvkR expression plasmid, which expresses CvkR with an Ulp1-cleavable N-terminal 6xHis-SUMO fusion tag. The plasmids pET28a-SUMO_CvkR-R42E and -S134C used for generation of R42E and S134C mutant proteins were constructed by point mutation method using plasmid pET28a-SUMO_CvkR as a template. The plasmid pET28a-SUMO_CvkRmut used for generation of CvkRmut (R16A-R20A-Q23A-K40A-R42A-N66A) was constructed by seamless assembly using pET28a-SUMO_CvkR as backbone and the ordered DNA fragment for CvkRmut in the TXTL assay as insert cassette. The sequence-verified plasmids were then transformed into *E. coli* BL21(DE3) for protein expression.

The expression strains were grown in LB medium to approximately OD_600_ ~ 0.6 at 37 °C and induced at 25 °C overnight with 0.4 mM IPTG (isopropyl β-D-thiogalactopyranoside). After induction, cells were harvested by centrifugation and lysed in lysis buffer A (20 mM Tris-HCl, pH 8.0, 300 mM NaCl, 10 mM imidazole, 2 mM β-mercaptoethanol, 20 μg mL^−1^ DNase I) using high-pressure homogenizer or ultrasonic cell disruptor. After centrifugation at 20,000 × *g* for 50 min, the supernatants were loaded onto a Ni Sepharose 6 FF column (GE Healthcare), washed with lysis buffer A containing 40 mM imidazole, and eluted with 20 mM Tris-HCl (pH 8.8), 300 mM imidazole, and 2 mM β-mercaptoethanol. The eluted fractions were treated with Ulp1 protease overnight at 4 °C and purified with a HiTrap Heparin HP column (GE Healthcare) to remove the 6xHis-SUMO fusion tag and impurities. Subsequently, tag-removed target protein fractions were further purified by Superdex 75 10/300 GL (GE Healthcare) with 10 mM Tris-HCl (pH 8.8), 100 mM NaCl, and 2 mM β-mercaptoethanol. Finally, target proteins were collected, concentrated and stored in the same buffer. All mutants were purified following the same protocol used for preparation of wild-type CvkR protein.

Selenomethionine-labeled (Se-Met) CvkR protein was overexpressed and purified using the same procedures described above; however, the medium was substituted with M9 medium, and seven essential amino acids were added at the mid-log phase before induction. To prevent oxidation of the selenium atoms, 5 mM β-mercaptoethanol was added to the final elution fraction containing Se-Met CvkR.

### Analytical gel filtration

Size exclusion chromatography was performed to probe the molecular weight of CvkR and the relevant mutant proteins in solution using Superdex 75 10/300 GL column connected to an ÄKTA Pure system (GE Healthcare). The column was calibrated with a gel filtration calibration kit LMW (Low Molecular Weight) (GE Healthcare) in a buffer containing 10 mM Tris-HCl (pH 8.8), 100 mM NaCl, 2 mM β-mercaptoethanol. About 500 μL proteins (~0.6 mg mL^−1^) were loaded onto to the system using a 500 μL loop. Calibration curves were used to calculate the oligomeric state of untagged CvkR, R42E, S134C and CvkRmut according to their elution volumes. The calibration curve based on the molecular markers (Cytiva) (Conalbumin:75 kDa, Ovalbumin: 44 kDa, Carbonic anhydrase: 29 kDa, Ribonuclease A: 13.7 kDa, Aprotinin: 6.5 kDa) is lgMr = −1.7621Ve + 4.8613 (*R*^2^ = 0.9841, Ve: elution volume; Mr: molecular weight).

### Dynamic light scattering analysis

DLS analysis were performed using a DynaPro99 DLS plate reader instrument (Wyatt) equipped with an 830-nm laser source. CvkR protein was used at a final concentration of 50 µM in a buffer containing 10 mM Tris-HCl (pH 8.8), 100 mM NaCl, and the measurement was carried out for 10 min at 25 °C. The Wyatt Dynamics software (version 7.0) was used to schedule data acquisition and calculate the hydrodynamic radius.

### EMSA assays

The double-stranded DNA probes for EMSA were acquired by annealing the 5′-biotin-labeled oligonucleotides and their complementary strands (Tsingke Biotechnology Co., Ltd.) (Supplementary Table 3) in equimolar concentrations (10 μM) with a thermocycler (94 °C for 5 min, then with a temperature reduction of 1 °C per min to 25 °C). The EMSA assays were performed using a chemiluminescent EMSA kit (Beyotime, China) according to the manufacturer’s protocol. Each double-stranded DNA probe with a concentration of 2 nM and various amounts of CvkR or mutant proteins of interest were mixed with the EMSA binding buffer to a final volume of 10 μL and incubated at 25 °C for 30 min. The binding buffer contains 10 mM Tris-HCl (pH 8.0), 25 mM MgCl_2_, 50 mM NaCl, 1 mM dithiothreitol, 1 mM EDTA, 50 μg mL^−1^ poly(dI-dC), 0.01% Nonidet P-40, and 10% glycerol. After binding, the samples were electrophoresed on a 6% native polyacrylamide gel with 0.5x Tris-borate-EDTA (TBE) buffer, followed by electrotransfer to a nylon membrane and crosslinking by a hand-held UV lamp. The bands were detected by using the BeyoECL Plus kit (Beyotime).

### DNase I footprinting assays

DNase I footprinting assays were carried out similar to previous research^73^. Specifically, ~300 nt FAM-labeled probes, which cover the promoter regions of *cas12k* or *tnsB*, were cloned into pUCm-T vector and PCR amplified with 2× TOLO HIFI DNA polymerase premix (TOLO Biotech, Shanghai) using primer pairs P3613-F(FAM)/P3613-R or M13F(FAM)/M13R (Supplementary Table 3), and purified by the Wizard® SV Gel and PCR Clean-Up System (Promega, USA). Binding reactions were performed in a total volume of 40 µL containing 50 mM Tris-HCl, pH 8.0, 100 mM KCl, 2.5 mM MgCl_2_, 0.2 mM DTT, 10% glycerol, 2 μg salmon sperm DNA, 300 ng probes and 0.1 μg CvkR protein at room temperature for 30 min. Following DNase I treatment (Promega), phenol/chloroform extraction, and ethanol precipitation, products were dissolved in 30 µL MilliQ water. The preparation of the DNA ladder, electrophoresis and data analysis followed the protocol by ref. ^73^, except that the GeneScan-LIZ600 size standard (Applied Biosystems) was used.

### Phylogenetic analysis of CvkR and Cas12k

The identified CvkR and Cas12k proteins were compared to each other and analyzed for alternative start positions to correct potential incorrect annotations, as in the case of Alr3614 (BAB75313.1) and All3613 (BAB75312.1). Elongated N-terminal regions with no similarity to homologs encoded by other *cvkR* and *cas12k* genes were removed from the analysis. The sequences were then aligned by M-coffee^74,75^ and further analyzed by the BEAST algorithm(v 1.10.4)^76^. The phylogenetic analyses were calculated with a strict clock model and a birth-death speciation process (Yule) as tree prior, using the standard parameters (clock.rate: fixed value = 1; treeModel.rootHeight: Using Tree Prior [0, infinity]; and yule.birthRate: LogNormal [1, 1.5], initial = 2) as well as the substitution model Blosum62. The MCMC chain was sampled for CvkR every 1000 steps over 1 million generations^77–79^ and every 1000 steps over 10 million generations^77–79^ for the analysis of Cas12k. In order to assure a reasonable effective sample size (ESS; threshold at 200) the results were analyzed by the Tracer v 1.7.2 tool^80^ and the first 10% of trees were discarded from the analysis. The trees were then generated by the tree annotator tool (from the BEAST package).

### Crystallization, data collection, and structure determination of the CvkR protein

Using a hanging drop-vapor diffusion method, both native and selenomethionine-substituted (Se-Met) CvkR crystals appeared at 18 °C in crystallization reagent containing 0.1 M phosphate citrate (pH 4.4~4.6) with 15%~20% PEG300. However, diffraction-quality crystals were obtained only when 10 mM ATP was added into the crystal screen droplet, which consisted of a 1:1 (v/v) protein at 15 mg mL^−1^ and the well crystallization reagent. Before flash cooling in liquid nitrogen, crystals were cryo-preserved using crystallization reagent supplemented with 15% PEG400.

The diffraction data were collected at wavelengths of 0.97930 Å or 0.97918 Å on the Shanghai Synchrotron Radiation Facility, beamlines BL17U1 and BL18U1, in a 100 K nitrogen stream. Data indexing, integration, and scaling for native CvkR were conducted using HKL3000 software (version721.3)^81^. SAD X-ray diffraction data were processed by Aquarium pipeline^82^. Eleven selenium sites were located by HySS as implemented in AutoSol/Phenix (version 1.17.1-3660). The resulting main chain structure was used as the initial search model for molecular replacement by Phaser/Phenix (version 1.17.1-3660) to determine the native CvkR structure^83^. Structure refinements were iteratively performed using the programs Phenix and Coot (version 0.9.8.1 EL)^84,85^. The statistics for data processing and structure refinement are shown in Supplementary Table 4. The coordinates were deposited in the Protein Data Bank with the PDB ID 7XN2. Figures were prepared using PyMOL (version 2.4.0)^86^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Source data are provided as a Source Data file. The full transcriptome datasets for the WT and mutants Δ*cvkR* and Δ*cvkR*Com are accessible from the GEO database with the accession number GSE183629 (Deletion and complementation of *alr3614* in *Anabaena* 7120). The structural data can be accessed at the Protein Data Bank under the PDB accession number 7XN2. Other PDB structures referred to in this study are 1Q07 (CueR structure), 4R4E (GlnR-DNA structure), and 5D8C (HiNmlR-DNA structure). AlphaFold2 predicted McdR (NCBI: ABK74795.1) [https://alphafold.ebi.ac.uk/entry/A0QYF9]. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

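The data are 4 one-colour arrays of *Anabaena* total RNA, 2 of Δ*cvkR* and 2 of Δ*cvkR*Com, each strain grown with 1.25 µM CuSO_4_ for 24 h. The authors labeled the RNA directly with Cy3 and scanned the arrays with Feature Extraction 10.7.3.1. The deposited intensity values are the processed signal, which the scanner software had background-subtracted but not normalized between arrays, with the median signal, the background median and the flags of each spot. The authors also deposited a table of log2 values of the same spots, whose normalization is not named in the sources used here. Wild-type arrays were not analysed here.

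Everything was computed in R 4.3.3 with limma 3.58.1, and with Python 3.11.15 and matplotlib 3.10.9 for annotation and figures. The log2 processed signal was reduced by each array's 75th percentile over the probes well above background on all 4 arrays, since most probes were not. Control spots were left out and flagged outlier spots set to missing. Spots of a probe were averaged, then the probes of a feature. Group means were compared with lmFit and eBayes, with Benjamini-Hochberg adjustment over 19836 features, an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1. No filter on dim probes was applied, as fixed before the data were examined. Consequently 15957 features with no probe well above background on any array were also tested, and their values are the scanner's processed signals of such dim spots. Limits ("at least") rest on probes well above background in one strain and use each array's lowest such signal for the other strain.

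Features were named through the locus tags of the RefSeq gene table, by position of the feature on its replicon. The text names the features that the paper names in its microarray text and Fig. 4g and 4h, the AnCAST genes from *alr3610* to *all3630*, and the 10 called features with the largest fold change whose replicates do not overlap between strains. The rule also covers the neighbors of called genes on the same strand. Since 15982 features were called lower, neighbors are given only for the genes named by the other parts of this rule, and those measured in neither strain are not listed one by one. The fold changes of the Fig. 4g source data, apart from the last 17905 of its 19904 rows, had been seen before the rule was written. No table used here pairs *rtcB*, *pecA*, *pecB*, *pecC* or *all7127* with a feature, so they are not reported. Features called only in the authors' processed table were named after their values were seen.

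Gene sets were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. The set of features downstream of the CvkR motif was not tested, because it needs the genome sequence, which was not used here. Alternatives fixed before the data were examined were normexp with an offset of 50 (with scaling or quantile normalization), quantile normalization, the authors' processed table, a filter that keeps features with a probe well above background on at least 2 arrays, scaling over all probes, probes tested singly, the median of probes, outlier spots kept, the replicate number as a block, a trended robust fit, the methods' t-test, other thresholds and each array left out in turn. The median signal was used for normexp, as the files used here have no mean signal column. Alternatives added after seeing the data were probes well above background on all 4 arrays, one floor for all arrays, the authors' table with control spots kept, the authors' table at an adjusted p of 0.05, the set tests on the authors' table, the windows with tRNA genes and the counts per stretch of the genome.

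The fit was tested on simulated data with 200 changed features among the 19836. All 200 were recovered with 0 false calls on the scaled values, and 199 with 1 false call on values like those of the authors' processed table. With the filter (3113 features), 196 were recovered with 1 false call. The simulated noise came from the fit's own estimate, and dim spots did not differ between the strains. The simulation therefore says nothing about the many dim features called lower in the real data. Arrays carry no read depth, so their number and the signal over background limit the precision.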

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

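The rule that picked these genes was fixed before the arrays were examined, but after the fold changes in part of the Fig. 4g source data had been seen, while the tests that weigh them were chosen after their values were seen, except that of the ribosomal protein genes. Groups of 2 arrays are too small for a test of outlying arrays.

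The 10 largest fold changes, an order resting in part on spots not well above background, included 4 genes measured in Δ*cvkR*Com only. The paper's microarray text names none of these 4 by locus tag. Whether any of them is *rtcB*, named there by symbol, or a gene labeled in Fig. 4g by a symbol alone was not determined here. *all3526* (chromosome, 4248850 to 4250031, reverse strand) was at least 20.9-fold lower in Δ*cvkR* on its brightest probe. The highest limits of the other 3 were at least 7.64-fold for *alr0893* (1031408 to 1032502), 4.22-fold for *alr1554* (1817520 to 1819346) and 3.48-fold for *alr0856* (983425 to 983970), which follows *asr0855* on the forward strand. The *alr0893* probe read 646 and 250 on the Δ*cvkR*Com arrays, so its limit would be lower from the dimmer array alone. In the authors' processed table *all3526*, *alr0893*, *alr1554* and *alr0856* changed by −2.38, −0.95, −0.83 and −0.74. None of these genes was called there (adjusted p = 0.0151, 0.1024, 0.0227 and 0.0227, limma). Of their neighbors on the same strand, *alr0892*, just before *alr0893*, had 1 probe well above background on both Δ*cvkR*Com arrays and on 1 of the 2 Δ*cvkR* arrays. This probe was at least 9.38-fold lower in Δ*cvkR*, a larger limit than that of *alr0893*. Its Δ*cvkR* signals differed (68.5 and 123), so the order of these limits is not firm. *alr0892* changed by −0.59 (adjusted p = 0.103, limma) in the authors' processed table and by −0.80 (adjusted p = 0.0464, limma) with the common floor. The neighbors *alr0857*, *alr0894* and *alr1555* were measured in neither strain.

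The limits of these genes do not use the scanner's values of spots not well above background, unlike the fitted fold changes. By the fitted fold changes, 91.6% of the features measured in neither strain were called lower. The limits of these genes do rest on the limit of each array, which on the scaled values was −4.20 and −3.84 on the Δ*cvkR* arrays and −2.73 and −2.75 on the Δ*cvkR*Com arrays. With the common floor, an alternative chosen after seeing the data, the genes *all3526*, *alr0893*, *alr1554* and *alr0856* changed by −1.66, −0.73, −0.42 and −0.25 (adjusted p = 0.110, 0.325, 0.0843 and 0.244, limma). That setting called 0 of 3154 features, and the deleted gene *cvkR*, at −1.94 (adjusted p = 0.0745, limma), was not called either, so a missing call there says nothing about these genes. The negative controls varied 1.86 times as much on the Δ*cvkR*Com arrays as on the Δ*cvkR* arrays, but their SDs there were 18.1 and 16.3, against signals of 168 to 1358 of the brightest probe of each gene on those arrays. That noise is therefore not put forward as a cause of these changes. Any other effect of position on the slide stays joined to strain, since each strain lies at its own positions. Erythromycin in Δ*cvkR*Com could also lower or raise these genes. The ribosomal protein genes, tested for that, gave a camera p of 0.310 toward lower after normexp and quantile normalization, 0.00135 toward higher with the filter on dim probes and 6.0e-37 toward higher on the scaled values, which leaves the drug open. The presence of *cvkR* itself differs between the strains as well, and it cannot be told apart from the drug or from such an effect of position with 4 arrays.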

How the results depend on the processing

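Of the alternatives reported here, the probes well above background on all 4 arrays, the common floor, the authors' table with control spots, the authors' table at an adjusted p of 0.05 and the set tests on the authors' table were chosen after seeing the data.

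The numbers of features called (65 higher, 15982 lower) moved with the background correction, the scaling, the filter, the averaging and the test. Normexp with 75th percentile scaling gave 26 higher and 35 lower, and with quantile normalization 2 and 4. The authors' processed table gave 8 and 4, 7 and 4 with control spots kept, and 14 and 10 at an adjusted p of 0.05. Quantile normalization of the processed signal gave 0 and 0 (2716 features at an unadjusted p under 0.05, limma), as did scaling over all probes (4206). At an adjusted p of 0.05 scaling over all probes gave 212 and 18. The filter on dim probes gave 57 and 638 of 3113 features, probes tested singly 404 and 44645 of 55231, and the median of probes 115 higher. Probes well above background on all 4 arrays gave 12 and 18 of 1984 features, and the common floor 0 and 0 of 3154 (556 at an unadjusted p under 0.05, limma). The methods' t-test gave 13 and 848 at an unadjusted p of at most 0.01, and 0 and 0 after Benjamini-Hochberg adjustment (16261 at an unadjusted p under 0.05), with 37 and 14074 at an adjusted p of 0.05. After adjustment it did not call the deleted gene *cvkR* at 0.01, so the calls it loses so here and below say nothing about stability. In simulated data it called 0 of 200 changed features at 0.01, but far fewer features changed there than had an unadjusted p under 0.05 here. On the scaled values without the fold change threshold, limma called 156 higher. Lower calls made up 99.6% of all calls on the scaled values, 57.4% after normexp and 75th percentile scaling and 33.3% in the authors' processed table. The median log2 fold change of all features was −1.28, −0.27 and −0.0041 in these. With each array left out in turn, 73 to 96 features were higher and 13767 to 16745 lower. What set these differences was not tested beyond the split of the lower calls by detection.

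The replicate block gave 65 higher and 15982 lower, and changed no call of a named feature or set. The replicate numbers did not pair the arrays, as deviations of arrays with the same number correlated at 0.11 across features on the scaled values, and at −0.04 over the probes well above background on all 4 arrays.

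The tracrRNA kept its direction in all 19 alternatives (1.30 to 3.61, adjusted p up to 0.0601). It was no longer past the threshold with normexp and quantile normalization (1.62) and over probes well above background on all 4 arrays (1.30). Quantile normalization of the processed signal, scaling over all probes, the common floor and the methods' t-test after adjustment called 0 features, not even *cvkR*, so a lost call there says nothing about a single feature. In these the tracrRNA was at 2.35, 3.61, 2.01 and 2.26, and the L-array, also lower in all 19 alternatives, at −3.73, −3.03, −2.00 and −4.38. The L-array lost its call in no other. CR_9 was higher in all 18 alternatives that gave a value and was called only without Δ*cvkR* replicate 2 (1.03, adjusted p = 1.1e-04, with its spread from the Δ*cvkR*Com arrays alone, range over the alternatives 1.1e-04 to 0.222). Its log2 fold change was lowest with the common floor (0.28) and was over 1 with quantile normalization of the processed signal (1.69) and normexp and quantile normalization (1.17). Scaling over all probes adds 1.35 to every feature, so its 2.11 says nothing about CR_9, nor does the 3.61 about the tracrRNA. With each array left out it ranged from 0.47 to 1.03. The cause was not tested.

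Of 24 named features measured in a strain, 22 kept their sign in every alternative. *alr0741* turned to 0.97 with scaling over all probes only, which adds 1.35 to every feature alike and so says nothing about this gene. Without that setting 23 kept their sign. *all3626* (−0.87) turned to 0.052 with quantile normalization of the processed signal, 0.035 with normexp and quantile normalization, 0.015 in the authors' processed table with or without control spots, 0.48 with scaling over all probes and 0.0099 with the common floor.

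The set tests on the scaled values (AnCAST genes 5.9e-04, ribosomal protein genes 6.0e-37, phycobilisome genes 1.8e-12, all toward higher) are not a measure of stability, because most features tested, 13 of the 16 AnCAST genes among them, were not measured. For the AnCAST genes, fry gave 0.0234 toward lower. Toward higher, they gave 0.264 with an estimated correlation, 0.0342 with normexp and quantile normalization and 0.0327 in the authors' processed table. The filter on dim probes gave 2.4e-04 but kept only *cas12k*, *tnsB* and *all3626*, 3 of the 16, all measured in Δ*cvkR* only, so that p is decided by the filter and says nothing about the set. The ribosomal protein genes gave 0.381 with fry, 0.310 with normexp and quantile normalization, 0.252 in the authors' processed table and 0.371 over probes well above background on all 4 arrays, all toward lower. Toward higher, they gave 0.102 with an estimated correlation and 0.00135 with the filter on dim probes. The phycobilisome genes stayed toward higher, with 0.0523 with fry, 0.202 over probes well above background on all 4 arrays, 0.0423 with an estimated correlation, 0.0250 with normexp and quantile normalization, 0.0153 in the authors' processed table and 8.6e-04 with the filter on dim probes. The motif set was not run, as it needs the genome sequence. Probes tested singly give no single value per feature, so only their counts are given.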

Differences from the paper's values

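The paper reports 13 features higher and 8 lower in Δ*cvkR*, against 65 and 15982 here. For the higher features, the methods' t-test at an unadjusted p of at most 0.01, where the paper adjusts, gives 13. They match in number only, with 3 protein-coding and 10 other features, and include 3 of the 8 that the authors' processed table gives, while the other alternatives set before the data were examined give values between 0 and 404 that differ. For the lower features none of them comes within 1.5 times the paper's 8. The paper splits the higher features into 7 protein-coding genes and 6 other transcripts, against 25 and 40 here. Normexp with 75th percentile scaling gives 8 protein-coding genes, and the authors' processed table 5 other transcripts. No other alternative set before the data were examined comes within 1.5 times of either. The paper splits the lower features into 6 protein-coding genes and 2 other transcripts, against 4567 and 11415 here. Normexp with quantile normalization and the authors' processed table both give 2 other transcripts, and none gives the protein-coding genes. The authors' processed table at an adjusted p of 0.05, chosen after seeing the values, gives 14 higher (7 and 7) and 10 lower (8 and 2). It calls 15 of 17 features matched to names in the paper's microarray text or Fig. 4g and drops 2, CR_9 and all0736_igRev.

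For *asr0855* the paper's source data give a log2 fold change of −1.33, and the value here is −2.30. Values within 0.245 of the paper's, the larger replicate SD of the gene on the scaled values, count as not different. The authors' processed table (−1.33) and normexp with quantile normalization (−1.51) lie within it. Normexp with 75th percentile scaling (−1.58) lies just outside, and the other alternatives set before the data were examined that give a value lie outside as well. The paper's p for this gene is 0.00419, against an adjusted p of 0.0149 (limma) in the authors' processed table.

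The paper counts the CRISPR array among the features raised upon deletion of *cvkR*, and its Northern hybridization also showed a stronger signal of the array in Δ*cvkR*. Here CR_9 changed by 0.75, in the same direction but below the fold change threshold. This averages 3 probes well above background on both Δ*cvkR* arrays (3.64, 1.77 and 1.63) with 3 that were so on neither array of either strain (−0.30, −1.23 and −0.98). None of these probe values is a measured size. Which of the 6 probes lie in the array was not determined, so their average need not be the change of the array. The limits of the first 3 were at least 3.05-fold higher in Δ*cvkR* for 1 probe and under 1 for the others. The change of CR_9 was over 1 with normexp and quantile normalization (1.17) and quantile normalization of the processed signal (1.69), at adjusted p of 0.0881 and 0.222 (limma). Scaling over all probes gave 2.11 (adjusted p = 0.0885, limma), but adds 1.35 to every feature alike. Of the alternatives run, only leaving out Δ*cvkR* replicate 2 brought it past both thresholds (1.03, adjusted p = 1.1e-04, limma). That leaves 1 Δ*cvkR* array, so the spread comes from the Δ*cvkR*Com arrays alone. The paper places the most differentially expressed region within the AnCAST system and gives no count of features as its basis. By the fold change alone, in stretches of 10000 nt the region around *cas12k* tied with those around *alr0525* and *alr0739* at 4 features each. In stretches of 24963 nt, a length chosen after seeing that tie, it held 5 and the others 4. These 5 include the deleted gene *cvkR* and, beside *cas12k*, a window inside it. Without either one it held 4, a tie again, and without both 3. With the adjusted p threshold as well, the called features around *cas12k* were its 5′ window, the tracrRNA and, in 24963 nt, *tnsB*. Around *alr0739* they were *alr0739*, *alr0740* and alr0738_igFwd, and around *alr0525* only *alr0525* itself.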

Other observations

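The tests of the ribosomal protein genes, of the windows with tRNA genes and of one brightness limit were written before their results were seen, and the other tests after. For both sets, the rule that a shift counts only if all 5 kinds of values give one direction with a p under 0.05 was itself set after the tests on the scaled values had come out under 0.05. By the earlier rule, a p under 0.05 on the scaled values, both sets would have counted as shifted.

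Most features came out lower in Δ*cvkR* on the scaled values. Of the features measured in neither strain, 91.6% were called lower, against 19.6% of those measured in both. An effect of the values of spots not well above background, whose median was lower on the Δ*cvkR* arrays, is a candidate explanation. A lower level of most transcripts in Δ*cvkR* stays open. Over features averaged from probes well above background on all 4 arrays the median was −0.058, but the scaling fixes that value near 0.

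More spots were well above background on the Δ*cvkR* arrays (1.55 times as many by the scanner's flag). With one limit on the scaled signal for all arrays the ratio was 1.02, and with one limit on the unscaled signal 1.14. Less background noise on the Δ*cvkR* arrays is a candidate explanation. The negative controls varied 1.86 times as much on the Δ*cvkR*Com arrays. Position on the slide and strain cannot be told apart, because each strain lies at its own neighboring positions.

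Only the real grouping of the 4 arrays gave called features on the scaled values (16047), and the other 2 of the 3 possible groupings gave 0 (9 and 4 features at an unadjusted p under 0.05, limma). In the authors' processed table the numbers were 12, 0 and 0 (1568, 587, 415 at an unadjusted p under 0.05, limma). The number of groupings as large as the real one was 1 of 3, so chance cannot be excluded by this count.

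Erythromycin, which the paper names for Δ*cvkR*Com, was weighed for the features changed outside the AnCAST. The ribosomal protein genes gave a camera p of 6.0e-37 toward higher on the scaled values and 0.310 toward lower after normexp and quantile normalization, with 0.00135 toward higher with the filter on dim probes, so the direction turned between the 5 kinds of values. This leaves an effect of the drug open, since it need not act on these mRNAs.

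The L-array and alr0738_igFwd windows both hold tRNA genes, which prompted a test of the other 85 windows with a tRNA gene. The camera p was 0.0492 toward lower after normexp and quantile normalization, 0.0266 toward lower in the authors' processed table and 0.0228 toward lower with the filter on dim probes. It was 0.396 toward lower over probes well above background on all 4 arrays and 0.0403 toward higher on the scaled values. The median of the 85 windows was −0.04 after normexp and quantile normalization, against −0.0046 for all features. The RefSeq gene table gives no strand, so the set holds windows of both strands for 39 of its 46 positions, and windows that cannot carry the tRNA were not told from those that can. The test therefore decides nothing about tRNA transcripts. On the scaled values 51 of the 85 were called, and with the filter on dim probes 6 of 40. After normexp and quantile normalization, in the authors' processed table (both 0 of 85) and over probes well above background on all 4 arrays (0 of 35) none was.

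The probes of the tracrRNA window changed unequally. The 3 measured in both strains rose by 0.81 to 1.62 on the log2 scale, while the other 2 were at least 7.99- and 9.13-fold higher in Δ*cvkR*. Saturation of the probe that changed least was excluded, since 0 of its spots were saturated. A difference between transcripts that share the window, or signal from other RNAs on the brighter probes, was not tested.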
